# miRNA changes with ageing and caloric restriction in male rat skeletal muscle: potential roles in muscle cell function

**DOI:** 10.1007/s10522-025-10336-6

**Published:** 2025-11-11

**Authors:** Gulam Altab, Brian J. Merry, Charles W. Beckett, Priyanka Raina, Ana Soriano-Arroquia, Bruce Zhang, Aphrodite Vasilaki, Katarzyna Goljanek-Whysall, João Pedro de Magalhães

**Keywords:** Ageing, Caloric restriction, Non-coding RNA, miRNA, Sarcopenia, Transcriptomics

## Abstract

The mechanisms underlying skeletal muscle ageing, whilst poorly understood, are thought to involve dysregulated micro (mi)RNA expression. Using young and aged rat skeletal muscle tissue, we applied high-throughput RNA sequencing to comprehensively study alterations in miRNA expression occurring with age, as well as the impact of caloric restriction (CR) on these changes. Furthermore, the function of the proteins targeted by these age- and CR-associated miRNAs was ascertained. Numerous known and novel age-associated miRNAs were identified of which CR normalised > 35% to youthful levels. Our results suggest miRNAs upregulated with age to downregulate proteins involved in muscle tissue development and metabolism, as well as longevity pathways, such as AMPK and autophagy. Furthermore, our results suggest miRNAs downregulated with age to upregulate pro-inflammatory proteins, particularly those involved in innate immunity as well as the complement and coagulation cascades. Interestingly, CR was particularly effective at normalising miRNAs upregulated with age, rescuing their associated protein-coding genes but was less effective at rescuing anti-inflammatory miRNAs downregulated with age. Lastly, the effects of a specific miRNA, miR-96-5p, identified by our analysis to be upregulated with age, were studied in cultured C2C12 myoblasts. We demonstrated miR-96-5p to decrease cell viability and markers of mitochondrial biogenesis, myogenic differentiation and autophagy. Overall, our results provide novel information regarding how miRNA expression changes in skeletal muscle, as well as the potential functional consequences of these changes and how they are ameliorated by CR.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10522-025-10336-6.

## Introduction

Skeletal muscle ageing is associated with the progressive deterioration of muscle mass, strength and function, also known as sarcopenia (Cruz-Jentoft et al. 2019). Ageing of skeletal muscle has a profound effect on the quality of life in older individuals. The loss of muscle mass begins approximately in the 4th decade of life and continues until the end of life. Studies indicate by the time an individual reaches the age of 80, there is a reduction of 30–50% in skeletal muscle mass and function (Akima et al. 2001). Human studies have demonstrated pension-age individuals to have 30–40% less muscle strength and 25–30% less muscle size on average compared to young adults (Porter et al. 1995). The mechanisms that result in muscle ageing are not fully clear, and it is likely that numerous, interrelated processes drive the overall process. Some of the proposed mechanisms include reduced satellite cell number (Shefer et al. 2006), abnormal proteasomal degradation pathways (Fernando et al. 2019), increased ROS production (Palomero et al. 2013), mitochondrial dysfunction (Peterson et al. 2012), increased inflammation (Dalle et al. 2017) and abnormal expression long-non-coding RNAs (Marttila et al. 2020).

miRNAs are small non-coding RNAs, which negatively regulate gene expression post-translationally via mRNA repression and/or degradation. They have been identified as very important regulators in skeletal muscle proliferation and differentiation and have been demonstrated to play a role in age-related changes in skeletal muscle (Drummond et al. 2011; Wang 2013; Jung et al. 2017). Moreover, caloric restriction (CR), a widely studied method for combating ageing in animals, seems to exert its influence on skeletal muscle, in part, by attenuating age-related changes in the miRNA pool (Mercken et al. 2013; Margolis et al. 2016). With this in mind, we used rat muscle samples from a previous study (Merry et al. 2008) and isolated miRNAs to further investigate whether (1) miRNAs mediate muscle ageing, (2) CR can reverse age-associated miRNA pool changes in muscle and (3) pharmacological administration of select miRNA inhibitors/mimetics can reverse key markers of muscle ageing. We recently reported the mRNA transcriptomic landscape of these aged and caloric-restricted rats (Altab et al. 2025). Building on that work, we now present a dedicated small-RNA sequencing analysis to characterise age and CR-associated changes in miRNA expression. Given, the human suffering caused by muscle ageing and subsequent sarcopenia, this knowledge could be of huge use with regards to improving the quality of life of older adults in future.

## Methods

### Animals

In this study, only male Brown Norway rats were used. The rationale for this decision was to minimise biological variability associated with the oestrous cycle in females, which has been shown to influence skeletal muscle metabolism, mitochondrial function, and satellite-cell dynamics (Enns and Tiidus 2008; Enns et al. 2008). Aged mice have a considerable reduction of muscular mass in the gastrocnemius and tibialis anterior (TA) muscles (Kim et al. 2014). Thus, for this study particularly we investigated the gastrocnemius muscle. Gastrocnemius muscle tissue samples were obtained from the same cohort of rats described in a previous study (Merry et al. 2008), under Home Office Project License 40/2964. We previously published an analysis of protein-coding gene expression in this cohort (Altab et al. 2025). All animal experiments were conducted in compliance with the United Kingdom Animals (Scientific Procedures) Act of 1986.

In brief, 21–28 day old, male, Brown Norway (Substrain BN/SsNOlaHSD) rats were acquired from Harlan Laboratories, UK. Animals were kept under barrier conditions on a 12-h light:12-h dark cycle (08:00–20:00). Prior to 2 months of age, rats were group housed (n = 4) and fed ad libitum (diet procured from Special Diet Systems Division Dietex International in Witham, UK). Following maturation, all animals were moved to solitary housing and randomly assigned to either ad libitum (AL) or caloric restriction (CR) diet groups. The CR rats were fed the same diet as the ad libitum rats, but their daily intake was restricted to 55% of the age-matched ad libitum intake. The CR rats were given access to food for a limited time each day between 10:30 and 11:00 h, while the ad libitum rats had unlimited access to the food for 24 h per day. Animals were either terminated at 6 or 28 months of age (Table 1). No animals displayed any signs of clinical pathology prior to sacrifice. Following termination, gastrocnemius muscle tissue was removed, flash-frozen and stored at − 80 °C, prior to further analysis.

**Table 1:** Group Identity, Diet Regimen and Age at Termination. Tissue samples were collected from male Brown Norway rats from one of 3 groups (n = 6). Following animal arrival at 21–28 days of age, all animals were fed ad libitum (AL). After reaching full maturation/2-months old, animals were randomly allocated to either an AL (groups 1–2) or caloric restriction (CR) diet (group 3). Half the AL-fed animals were terminated at 6-months old and half at 28-months old. CR rats were terminated at 28-months old. Tissue samples were collected immediately post-sacrifice, snap frozen and stored at -80 °C until the day of analysis

Group	Diet	Age at Termination (months)	Number of Animals
1	Ad Libitum	6	6
2	Ad Libitum	28	6
3	Caloric Restriction	28	6

## RNA extraction and RNA‐Seq analysis

Following removal from storage, gastrocnemius muscle tissues were immediately transferred onto ice to prevent thawing and degradation. Subsequently, each tissue was ground into a powder using a mortar and pestle. Liquid nitrogen was added periodically to ensure tissues remained in their frozen state. miRNA was isolated using the RNeasy Plus Universal Mini Kit (Qiagen, UK), applying a protocol optimised for small RNAs and following the manufacturer’s instructions. Extracted RNA quantity and quality were assessed on a NanoDrop 2000 spectrophotometer and using the Agilent 2100 Bioanalyser, revealing all extracted RNA samples to be of high quality (RIN > 8). In addition, agarose gel electrophoresis demonstrated intact 28S and 18S rRNA bands (see Additional file: Figure S1). On average, more than 65% of reads mapped to known miRNAs (range: 51–81%), consistent with good recovery of small RNAs. Full mapping statistics for all 18 samples are provided in Additional file: Table S1.

Small-RNA libraries were prepared using the NEBNext® Small RNA Library Prep Kit for Illumina (New England Biolabs, USA) according to the manufacturer’s instructions. The workflow included 3′ and 5′ adapter ligation, reverse transcription, PCR amplification, and gel-based size selection to enrich for small RNAs of approximately 22–30 nucleotides. Libraries were prepared at the Centre for Genomic Research (CGR), University of Liverpool, UK, and sequenced on an Illumina HiSeq 4000 platform. After adapter trimming, read lengths were centred at ~ 22 nucleotides (modal length 22 nt across all files; interquartile range ~ 20–23 nt), consistent with mature miRNA sequences. Raw FASTQ files were quality-checked and adapter-trimmed using Cutadapt (v1.2.1), followed by additional trimming with Sickle (v1.200) using a minimum window quality score of 20. Reads shorter than 12 nucleotides after trimming were discarded (see Additional file: Figure S2).

The miRDeep2 method, which identifies known and novel miRNAs across independent samples with 98.6–99.9% accuracy, was used to identify known and putative novel miRNA candidates (Friedländer et al. 2012). The novel miRNAs were then filtered using the following two criteria: 1) miRDeep2 score > 4. 2) significant randfold p-value (randfold refers to the likelihood that the predicted pre-miRNA sequence can fold into a stable RNA secondary structure). 3) At least two reads expressed in either young or old muscle samples. Although arbitrary, we chose a score of 4 to reduce the false positive detected miRNA.

## Differential expression analysis

Differentially expressed miRNAs between young AL-fed, old AL-fed and old CR rats were identified by using the Bioconductor package “DESeq2” (version, 3.7) in R (version 4.1.0). Raw gene counts, detected by featureCount, were used as the input. DESeq2 is a well-known method, which offers statistical procedures for identifying differential expression by using negative binomial linear models for individual genes and uses the Wald test for significance analysis. The P-values from the Wald test were then adjusted using the Benjamini and Hochberg’s method for controlling the false discovery rate (p-adj). Differentially expressed miRNAs were defined as those with a padj-value < = 0.05 and fold change (FC) > = 1.5.

## Micro RNA TARGET identification

MultiMiR (version 1.20.0) in R was used to identify likely miRNA targets using information from several databases, including as miRanda, miRDB, PITA, TargetScan, MicroCosm, DIANA-microT, ElMMo, and PicTar (Ru et al. 2014). To narrow down miRNA targets identified by MultiMiR, only the top 40% of targets by score (an arbitrary cutoff) were classed as targets and any targets not found to be differentially expressed in our skeletal muscle ageing RNA-seq data were excluded. Though arbitrary, this tiered filtering focused our analysis toward the miRNA targets identified by MultiMiR with the greatest potential involvement in muscle ageing.

For novel miRNAs identified in this study, we applied a slightly different methodology as the MultiMiR package is limited to known miRNAs. We took advantage of the miRDB database (Wong and Wang 2015), to obtain predicted target genes for each of the novel miRNAs. While arbitrary, we chose a miRDB score cutoff of > 60 to retain targets for further analysis. This moderate threshold balanced our exploratory goal of evaluating a subset of predicted targets for each miRNA while excluding lower-confidence targets with scores below 60. The resulting target gene lists were then directly used as input for gene ontology and KEGG pathway enrichment analysis to predict the potential functions of the novel miRNAs. We also used this targetscan method to identify further unknown targets of miR-96-5p.

## Target Gene Ontology and Pathway Analyses.

For the identified target genes, Gene ontology (GO) and KEGG pathways enrichment analysis was performed using ClusterProfiler (version 3.14.3), which enables visualization of functional profiles (Yu et al. 2012). Revigo (http://revigo.irb.hr) was used to remove redundant GO terms, clustering them based on semantic similarity. For this study, we performed GO biological process (GO-BP) analysis in the general level (GO level 3–8). Input gene sets were compared to the background (all expressed genes according to RNAseq) using the hypergeometric test to obtain the significant GO terms and KEGG pathways (p < 0.05) and the p-values corrected for false discovery rate (FDR). padj < = 0.05 in multiple testing, q-values are also projected for FDR control. The top 20 GO and KEGG pathways were then visualised using ggplot2 (version 3.3.5) in R.

## RT-qPCR Validation of miRNAseq Data Analysis

Once RNA-seq results were obtained regarding which genes were differentially expressed, we examined 11 of these differentially expressed miRNAs using quantitative real-time PCR (RT-qPCR) on the gastrocnemius muscles of young (6-month-old), old (24-month-old) and old CR (28-month-old) rat to validate the age-related differentially expressed miRNA discovered by miRNA sequencing (miRNAseq). This was done to validate the results of our RNA-seq analysis.

Validated Primers for miRNAs were obtained from QIAGEN:

**Table:** 

Assay Name	Catalogue Number
mmu-miR-31-5p	YP00205159
hsa-miR-96-5p	YPO0204417
rno-miR-380-3p	YPO2102544
hsa-miR-101-3p	YPO0204786
hsa-miR-122-5p	YP00205664
hsa-miR-20a-5p	YP00204292
hsa-miR-375	YP00204362
rno-miR-3576	YP02103725
hsa-miR-140-3p	YP00204304
mmu-miR-182-5p	YP00205089

Isolated total RNA was utilised to generate first-strand cDNA using miRCURY® LNA® RT Kit (Qiagen, UK, cat. 339,340), which was then subjected to qPCR using miRCURY LNA SYBR® Green PCR Kits (Qiagen, UK, cat. 339,346). We combined normalised data from samples of both young and old, as well as old CR, into a unified file. Subsequently, NormFinder (http://moma.dk/normfinder-software) was employed for analysis. Notably, mir-101a-3p emerged as one of the most consistently stable miRNAs across all samples and served as the internal control in our study. For RT-qPCR samples were calculated relative to rno-miR-101a-3p miRNA levels and group comparisons were conducted using One-Way ANOVA test followed by Newman-Keuls Multiple Comparison Test. The significance level was set to 5%.

## C2C12 cell culture and transfection.

We used culture myoblast populations to investigate the role of a miRNA (rno-miR-96-5p), revealed by our RNA-seq/bioinformatic analyses to be important to both muscle ageing and responses to CR. We employed the C2C12 immortalised mouse myoblast cell line for our mechanistic experiments. This widely used model provides a reproducible and well-characterised system for studying myogenesis, mitochondrial function, and autophagy (Yaffe and Saxel 1977). Its use enabled controlled manipulation of miR-96-5p expression to investigate downstream effects on muscle cell viability and differentiation. While primary myoblasts would provide closer physiological relevance, the C2C12 line was selected due to its stability, accessibility, and extensive validation in ageing and muscle biology research.

C2C12 cells were grown in high gluose Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% foetal bovine serum (FBS) (Thermos Scientific, UK), 1% l-glutamine, and 1% penicillin/streptomycin. Once 90% confluent, the cells were grown in DMEM supplemented with 2% horse serum, 1% l-glutamine, and 1% penicillin/streptomycin, stimulating myogenic differentiation. Subsequently, using Lipofectamine 2000 (Thermos Scientific, UK), in triplicates C2C12 cells were transfected with either 50 nM of miR-96-5p, 50 nM of a mock mimetic (control), 100 nM of a miR-96-5p inhibitor or 100 nM of a scrambled inhibitor (control) (Qiagen, UK).

## Assessment of the effect of miR-96-5p on cell viability and myogenic differentiation in C2C12 cells

Cell viability and differentiation were assessed in separate cell populations cultured and transfected using the method described above. After a 24 h post-transfection incubation period, cell viability was assessed using acridine orange (Sigma-Aldrich, A8097) /ethidium bromide (Sigma-Aldrich, E1510) (AO/EB) staining (Kasibhatla et al. 2006). In brief, the cell media was removed and washed twice with PBS before being stained with 500ul of a PBS solution containing 1:1000 ethidium bromide and 1:1000 acridine orange. 3 images were obtained per condition. Images of the cells were acquired using a fluorescence microscope with a total magnification of 100x, utilising the green channel for acridine orange and the red channel for ethidium bromide. Following fluorescent microscopy, the total numbers of live and dead cells were determined using ImageJ (Schneider et al. 2012). Subsequently, the ratio of live to dead cells was calculated to assess the overall viability of each cell population.

In other cell populations, after a 7-day period post-incubation, MF20 (myosin heavy chain) immunostaining was conducted to quantify the level of myoblast differentiation. In brief, cells were stained with both DAPI (Sigma-Aldrich)and MF20 antibodies (MF20-c 2ea, DSHB). 3 images were obtained per condition (Soriano-Arroquia et al. 2017). Following fluorescent microscopy, quantitative measures of myoblast differentiation, including fusion index, MyHC positive area and myotube diameter, were derived. For Fusion index, number of nuclei within MF20 positive cells (cells containing more than 2 nuclei) were counted manually, and the total nuclei was counted using image J “Analyse Particles” automated function. Fusion index was calculated by dividing the number of nuclei within multinucleated myotubes by the total number of nuclei in the entire field of view. Meanwhile, for each treatment condition, Image J also facilitated the measurement of the MyHC positive areas by adjusting threshold, this gave the measurement of the total area covered by MyHC-positive staining relative to the total area of the field of view. The MYHC staining threshold in ImageJ was set by accessing the ‘Image’ menu, selecting ‘Adjust’, and then ‘Threshold’. Parameters were carefully adjusted to enhance MYHC positive staining visibility while minimizing background noise, ensuring effective isolation and highlighting of positive areas while mitigating the impact of extraneous background elements in the images. To measure the myotube diameter, firstly, the image containing myotubes was opened in ImageJ. A line selection tool was utilised to draw a straight line across the diameter of individual myotubes. The ‘Analyse’ menu was accessed, and ‘Set Scale’ was used to calibrate the image with known measurements. Subsequently, the ‘Straight Line’ tool was employed to measure the distance across the myotubes, and the recorded values were used to determine the myotube diameter.

## Assessment of the effect of miR-96-5p on OGDH and mitochondrial biogenesis marker expression in C2C12 cells

We hypothesised miR-96-5p to directly downregulate OGDH expression and mitochondrial biogenesis downstream. Therefore, using qPCR, we investigated the expression of OGDH, two key factors involved in mitochondrial biogenesis, peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) and mitochondrial transcription factor A (TFAM), and cytochrome c oxidase subunit I (COX I), a key mitochondrial protein. The miRCURY LNA RT Kit (Qiagen, UK) was used to synthesise cDNA using 50-100 ng of RNA, and the miRCURY LNA RT Kit (Qiagen, UK) was used to conduct qPCR in the Roche ® LightCycler® 480 according to the manufacturer's instructions. Validated primers were obtained from Qiagen, UK for the miRNAs. rno-miR-101a-3p or U6 was used as an internal control. As for the protein coding genes, the following primers were used; OGDH F: GGTGTCGTCAATCAGCCTGAGT R: ATCCAGCCAGTGCTTGATGTGC (Origene, UK); PGC1α F: GAACAAGACTATTGAGCGAACC, R: GAGTGGCTGCCTTGGGTA; COX1 F: ACTATACTACTACTAACAGACCG, R: GGTTCTTTTTTTCCGGGAGT; 18S F: AGAAACGGCTACCACATCCA, R: CCCTCCAATGGATCCTCGTT (internal control); TFAM, F: GAGGCAAAGGATGATTCGGCTC, R: CGAATCCTATCATCTTTAGCAAGC (Liu et al. 2012; Fukaya et al. 2021; Sharma et al. 2021).

## Assessment of the effect of miR-96-5p on mitochondrial function using citrate synthase assay

Proteins were extracted from C2C12 cells that were either treated with a control, miR-96-5p mimic or inhibitor for the purpose of conducting a citrate synthase assay. The MitoCheck® Citrate Synthase Activity Assay Kit from Cayman Scientific (USA) was utilized to measure the activity of citrate synthase. In the case of the ATP assay, C2C12 cells were transfected with control, miR-96-5p mimic, and inhibitors for a duration of 24 h.

## Assessment of the effect of miR-96-5p on autophagy marker (LC3A, LC3B) expression in C2C12 cells using western blotting

C2C12 protein was extracted from cells using RIPA buffer (Sigma-Aldrich, UK. Cat # R0278) using the manufacturer’s instructions. Following extraction, the isolated proteins were stored at -80 °C prior to analysis. Subsequently, the BCA assay was used to determine total protein concentration. Firstly, the protein standard was placed on ice while a portion of the sample was diluted to 1:10. Then, the BSA standard curve was produced using the manufacturer’s recommendation. A working reagent of BCA solution was generated by mixing 50 parts of BCA Reagent A with 1 part of BCA Reagent B (50:1 ratio). In a 96-well plate (CoStar, USA), 20ul of protein standard and 20ul of sample proteins were added. Then, 180 μl of BCA working reagent was added to each well and the plate incubated at 37ºC in a dark room for 30 min. Following the incubation period, the plate was scanned using Spectro Star Nano (BMG LabTech, Germany) at a wavelength of 562 nm. The average absorbance was measured and utilised to quantify the protein concentration. Subsequently, SDS-PAGE electrophoresis was performed.

Following preparation of the polyacrylamide gels, it was carefully placed into the electrophoresis tank. Subsequently, cell protein samples and a protein ladder were loaded into their respective wells within the gel. The tank was filled with 1X Tris–Glycine SDS PAGE Buffer diluted in distilled water to facilitate the electrophoretic process. Additionally, protein loading buffer (prepared by mixing tracking dye at a 1:6 ratio) was added to the running buffer, aiding in the visualization of sample migration. The electrophoresis began at a lower voltage, typically set around 60 V initially, to allow the samples to traverse the stacking gel. Once the bromophenol dye migrated to approximately 2 mm from the bottom of the gel, indicating separation had occurred, the voltage was increased to 80 V. At this point, the running of the gel was halted.

For Western blotting, buffers were prepared for the transfer of proteins onto nitrocellulose membranes using the semi-dry transfer technique. A current was applied for transfer, followed by verification with Ponceau S staining. The membrane underwent blocking with 5% skim milk for 1 h, followed by immunoblotting utilising LC3 antibodies (Cell Signalling Technology, cat: 2775) and multiple washes before analysis using the LICOR Cx system.

## Dual-luciferase reporter and ATP assays

Target scan using the https://mirdb.org/custom.html database (Wong and Wang 2015) revealed significant alignment between the 3’UTR segment of OGDH and miR-96-5p in several species. Consequently, to confirm the interaction between miR-96-5p and OGDH, we created a luciferase reporter pmirGLO vector containing a segment either the OGDH 3'UTR, containing the purported miR-96-5p binding site (the OGDH wild-type; WT), or a mutant version of the OGDH 3'UTR devoid of the miR-96-5p binding site (OGDH Mutant; MUT). C2C12 cells were co-transfected with scRNA control or miR-96-5p mimic, together with the pmirGLO vector containing either WT or MUT OGDH 3'UTR.

Wild type (“CTTTGCTGTGCCAAGGCA”) and mutated (“CTTTGCTTTGCCGGGGCA”) seed sequence 3'UTR of OGDH were used (Thermos Scientific, UK). RT-PCR was used to amplify the OGDH 3'UTR and sub clone it into pmirGLO vector (Promega, UK). 5 × 10^4 C2C12 cells were seeded into 12 well plates. The next day, using Lipofectamine 2000, cells were co-transfected with control or miR-96-5p mimic and pmirGLO luciferase vector carrying either the OGDH 3'UTR wild-type or mutant gene. Dual-luciferase reporter gene assays were performed 24 h post-transfection. The level of ATP under different conditions was determined using the Mitochondrial ToxGlo™ Assay from Promega (UK), following the protocol provided by the manufacturer.

## Statistical analysis of cell culture experiments

RT-qPCR data were analysed using the delta-delta Ct technique (2–Ct method) to determine relative expression levels between treatment conditions (Rao et al. 2013). The mean ± SEM of the results were plotted using Prism (5.01 edition) for Windows. To examine the difference between the groups, an unpaired two-tailed Student’s t-test was conducted.. For the cell viability study, an unpaired two-tailed Student’s t-test was conducted to compare the average live:dead cell ratio across treatment conditions. For the myogenic differentiation study, one-way analysis of variance, followed by Newman-Keuls Multiple Comparison test, were conducted to compare average fusion index, myotubule diameter and MyHC positive area between treatment conditions.

Likewise, all additional statistical analyses were performed using Prism (5.01 edition), with a significance level established at 5%. In the case of Western blot, citrate synthase assay, and luciferase assay, an Unpaired two-tailed t-test was employed to assess differences between the control and treatment groups.

## Results

### Identification of known and putative novel miRNA candidates expressed in rat skeletal muscle and their targets.

We analysed skeletal muscle of young (6-month-old) and old (28-month-old) AL-fed rats, and old CR (28-month-old CR) rat to examine the ageing process. 

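Small RNA of gastrocnemius muscle from male Brown Norway rats was sequenced in 18 libraries, 1 per rat. There were 6 rats of 6 months fed ad libitum (young AL, replicates 1 to 6), 6 rats of 28 months fed ad libitum (old AL, replicates 7 to 12) and 6 rats of 28 months on CR (old CR, replicates 13 to 18), which received 55% of the ad libitum intake. The authors trimmed adapters with Cutadapt and low-quality ends with Sickle, discarded reads under 12 nt, identified known miRNAs and predicted further candidates with miRDeep2, and deposited the raw count of each miRNA in each library, which the methods attribute to featureCount. The genome build, the miRBase release, the strand setting and the handling of reads that match several miRNAs are not given in the sources used here. The counts of a library totalled 34940346 to 74881378 in young AL (median 54295800), 48964459 to 82959871 in old AL (median 67859987) and 47142870 to 83110905 in old CR (median 69628037). Their mean over all libraries was 62.6 M. The entries rno-miR-1-3p, rno-miR-1b, rno-miR-3571 and a predicted candidate with nearly the counts of rno-miR-1b together took 60.7 to 86.8% of the counts of a library. The medians were 78.8% in young AL, 77.4% in old AL and 78.9% in old CR. The counts left for all other miRNAs therefore differed between libraries, and the TMM factors that adjust for this ranged from 0.639 (old AL replicate 11) to 2.14 (old AL replicate 7).
Levels are given as CPM (counts per M counts of the library after TMM scaling), as mean ± SD over the 6 libraries of a group. Groups were compared pairwise with edgeR's quasi-likelihood test, fitted to the 2 groups compared, on miRNAs with at least 10 counts in total over those libraries. A miRNA was called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. DESeq2, the tool of the paper, was run with its defaults on the same counts. On simulated counts with the spread of these libraries, edgeR called 15% of miRNAs with a 2-fold change and 53% of those with a 4-fold change in old AL against young AL (100 of each among 732 simulated miRNAs, of which 707 had enough counts to be tested), and DESeq2 called 27% and 59%.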

We obtained small RNA reads derived from 18 miRNA libraries, multiplexed, and sequenced over 2 lanes of the HiSeq 4000 (2 × 150), generating an average of ~ 31 M paired end reads. 

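The deposited table held 909 entries. Of the known miRNAs, 74 had no count in any library, 623 had at least 10 counts over the 18 libraries and 477 were counted in every library. A single library held counts for 559 to 626 known miRNAs and for 39 to 58 of the candidates predicted by miRDeep2. Known miRNAs took 76.3% of all counts and predicted candidates 23.7%, of which 21.3% of all counts lay on the candidate with nearly the counts of rno-miR-1b. Among miRNAs that reached 100 counts in at least 1 library, 3 of 360 known miRNAs and 68 of 81 predicted candidates had a count of 0 in at least 1 other library. For 49 of the 71 candidates with 100 counts or more in at least 2 libraries, the counts lay within 10%, or 2 counts, of those of a known miRNA in every library where the candidate was counted. When the order of the libraries was shuffled, a median of 8.5 candidates matched (at most 13 in 20 shuffles). In 39 of the 49 the candidate was at 0 in at least 1 library, 458 library values in all, and the matched known miRNA had 10 counts or more in 458 of these. Over all entries, 43 pairs had counts within 10%, or 2 counts, of each other in all 18 libraries. Of these pairs, 33 joined 2 known miRNAs and 10 joined a known miRNA and a predicted candidate, which is also among the 49. Members of such pairs, for example rno-miR-539-5p and rno-miR-3576 with 435 and 437 counts in all, are tested and counted below as separate entries although their counts are nearly the same, except where shared entries are counted once. Pairs of rare miRNAs, such as rno-miR-183-3p and rno-miR-224-3p with 24 and 31 counts in all, met this through the tolerance of 2 counts alone. In the RefSeq annotation of GRCr8, used here for names and overlaps only, genes were found for both members of 27 known pairs, and these genes overlapped in 21.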

After trimming, miRDeep2 detected 763 known miRNAs in rat skeletal muscle and identified 146 putative novel miRNA candidates, which showed significant randfold values and folded into the characteristic hairpin structure typical of mature miRNAs. The miRDeep2 algorithm found that several novel miRNAs shared homology in their seed sequence with existing miRNAs found in mice, suggesting a likely similarity. MultiMiR proposed numerous protein-coding genes to be the targets of the identified miRNAs.

## Identification of miRNAs differentially expressed between the muscle of young and aged AL-fed rats.

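Of 732 miRNAs tested in old AL against young AL, edgeR called 24, which correspond to 21 separate sets of counts once entries with shared counts are joined. An unadjusted p under 0.05 was found for 171 miRNAs, where 36.6 would be met by chance. In 26 of the 732 the libraries of the 2 groups did not overlap, which chance gives for 0.216% of miRNAs, and 15 of the 26 were called. DESeq2 with its defaults called 84, among them all 24. Scaling by library totals alone gave 0 edgeR calls, with 116 miRNAs at an unadjusted p under 0.05 and a lowest adjusted p of 0.0570. edgeR called 6 with shared entries counted once, 37 with filterByExpr and 53 with known miRNAs only, and DESeq2 without Cook's distance filter and independent filtering called 99. Single libraries also moved the count. It was 9 without young AL replicate 3 or old AL replicate 12, 10 without young AL replicate 4 or 5 or old AL replicate 9 or 11, 15 without young AL replicate 2, and 17 to 20 without any 1 of the others.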

We identified a total of 84 miRNAs that were significantly differentially expressed (FDR corrected padj-value ≤ 0.05, FC 1.5) in the muscle of aged rats fed AL compared to young rats fed AL. 

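The edgeR test called 7 miRNAs upregulated in old AL, and no predicted candidate was among them. They were rno-miR-31a-5p, rno-miR-212-3p, rno-miR-129-1-3p, rno-miR-598-3p, rno-miR-140-3p, rno-miR-182 and rno-miR-375-3p. In 3 of them every old AL library lay above every young AL library. A further 76 miRNAs rose at an unadjusted p under 0.05 without passing the thresholds. With each of the 12 libraries left out in turn, rno-miR-31a-5p was called every time (adjusted p up to 0.0149 from edgeR). The others were called in fewer cases, with adjusted p of up to 0.114. rno-miR-212-3p was called without young AL replicate 5 or 6 or old AL replicate 8 or 10, rno-miR-598-3p without old AL replicate 7 or 8, and rno-miR-129-1-3p without young AL replicate 4 or old AL replicate 10. For rno-miR-140-3p this was the case without young AL replicate 6 or old AL replicate 7, for rno-miR-182 without young AL replicate 2 or old AL replicate 8, and for rno-miR-375-3p without old AL replicate 10 or 11. Under scaling by library totals the adjusted p of rno-miR-31a-5p was 0.0570.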

36 miRNAs were significantly upregulated, of which 31 miRNAs were known and 5 were predicted as putative novel miRNA candidates discovered by miRDeep2. 

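In old AL, 17 miRNAs were called downregulated by edgeR, again without a predicted candidate, and in 12 of them every old AL library lay below every young AL library. Among the 134 predicted candidates tested, 26 had an unadjusted p under 0.05. DESeq2 called 14 of them, and in each of the 14 all libraries of 1 group were at 0. A known miRNA matched 7 of the 14, and DESeq2 did not call the known miRNA in the same direction in any of the 7.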

Meanwhile, 48 were significantly downregulated, of which 39 were known and 9 were newly discovered by miRDeep2. The top miRNAs exhibiting the greatest degree of upregulation (Table 2A) included rno-novel-132, rno-novel-79, rno-novel-78, and rno-novel-101 (novel) and rno-miR-31a-5p, rno-miR-122b, rno-miR-122-5p, rno-miR-122-3p, rno-miR-182, rno-miR-146a-5p and rno-miR-9b-5p (known). 

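rno-miR-31a-5p was at 0.0645 ± 0.0414 CPM in young AL and 0.763 ± 0.482 CPM in old AL (SD, n = 6 each), a log2 fold change of 3.56 (standard error 0.543, adjusted p = 0.00383 from edgeR). These levels rest on 1 to 7 counts per young AL library. The 3 miR-122 entries rno-miR-122-5p, rno-miR-122b and rno-miR-122-3p moved together, with log2 fold changes of 4.36, 4.50 and 4.26, standard errors of 1.16, 1.18 and 1.13, and adjusted p of 0.0710, 0.0697 and 0.0697 from edgeR, against 1.1e-05, 6.3e-06 and 3.3e-04 from DESeq2. The level of rno-miR-122-5p was 12.5 ± 14.8 CPM in young AL and 255 ± 266 CPM in old AL, so the spread within each group was larger than its mean, although all 6 old AL libraries lay above all young AL libraries. edgeR called all 3 entries with known miRNAs only (adjusted p = 0.0448, 0.0407 and 0.0282) and in a single fit over the 3 groups (0.0128, 0.0127 and 0.0128), rno-miR-122b and rno-miR-122-3p with filterByExpr, and rno-miR-122-3p without young AL replicate 6 (adjusted p = 0.0457 from edgeR). Over the other edgeR settings the adjusted p of the 3 entries reached 0.171. rno-miR-146a-5p rose from 196 ± 36.4 to 328 ± 110 CPM, with 5 of 6 old AL libraries above all young AL libraries (log2 fold change 0.74, standard error 0.194, adjusted p = 0.0652 from edgeR). For rno-miR-9b-5p the log2 fold change was 1.84 (standard error 0.478, adjusted p = 0.0616 from edgeR). The first predicted candidate of Table 2A had counts in 2 of 18 libraries (at most 2566), with the counts of rno-miR-106b-3p in those libraries, and rno-miR-106b-3p itself was counted in the other 16. The second had counts in 4 libraries (at most 816) and matched no known miRNA. The third had counts in 4 libraries (at most 348) and matched rno-miR-874-3p, and the fourth had counts in 3 libraries (at most 135), too few to match. All 4 were at 0 in every young AL library.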

The top miRNAs exhibiting the greatest degree of downregulation (Table 2B) included rno-novel-70, rno-novel-84, rno-novel-88 and rno-novel-39 (novel) and rno-miR-539-5p, rno-miR-3576, rno-miR-369-5p, rno-miR-3578, rno-miR-434-3p, rno-miR-3543, rno-miR-376b-5p, rno-miR-136-5p, rno-miR-181d-5p, rno-miR-410-3p and rno-miR-181c-5p (known).

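rno-miR-539-5p and rno-miR-3576, which share their counts, fell by 2.22 on the log2 scale in old AL (standard errors 0.303 and 0.311, adjusted p = 0.00341 from edgeR), rno-miR-539-5p from 0.811 ± 0.231 to 0.172 ± 0.0608 CPM (SD, n = 6 each). rno-miR-369-5p and rno-miR-3578, also with shared counts, fell by 1.49, rno-miR-369-5p from 2.11 ± 0.432 to 0.745 ± 0.199 CPM (standard error 0.220, adjusted p = 0.00341 from edgeR). rno-miR-434-3p and rno-miR-3543 share counts as well, and rno-miR-434-3p fell from 26.4 ± 5.97 to 11.3 ± 2.77 CPM (log2 fold change -1.22, standard error 0.235, adjusted p = 0.0213 from edgeR). For rno-miR-376b-5p the log2 fold change was -1.96 (standard error 0.343, adjusted p = 0.0116 from edgeR). In each of these, all 6 old AL libraries lay below all young AL libraries. The calls of rno-miR-539-5p, rno-miR-369-5p, rno-miR-434-3p and rno-miR-376b-5p held with any 1 library left out and were lost under scaling by library totals alone. Log2 fold changes of -1.71, -1.11, -1.31 and -1.81 were found for rno-miR-136-5p, rno-miR-181d-5p, rno-miR-410-3p and rno-miR-181c-5p, all called by edgeR. These 4 calls were each lost without some libraries, with adjusted p of up to 0.0820 from edgeR. They were young AL replicate 3 and old AL replicate 12 for rno-miR-136-5p, young AL replicates 4 and 5 and old AL replicates 9, 11 and 12 for rno-miR-181d-5p, young AL replicates 2 to 5 and old AL replicates 11 and 12 for rno-miR-410-3p, and young AL replicates 3 to 5 and old AL replicates 9 to 12 for rno-miR-181c-5p. The first 3 predicted candidates of Table 2B had counts in 4, 3 and 3 of 18 libraries (at most 806238, 100260 and 13812) and matched rno-miR-30a-5p, rno-miR-10a-5p and rno-miR-7a-5p there. Each of these known miRNAs had 10 counts or more in every library where its candidate was at 0. The fourth had counts in 7 libraries (at most 2286) and matched none.
Several of the miRNAs named in Table 2B, among them rno-miR-539-5p, rno-miR-434-3p and rno-miR-410-3p, belong to the miRNA cluster of the imprinted Dlk1-Dio3 region. A list of 85 entries of this cluster was written with Tables 2 to 4 already seen, and 14 of its entries are in those tables, so it is not independent of them. Of the 70 entries tested, 66 were lower in old AL than in young AL, with a median log2 fold change of -0.71. edgeR called 11 of them over all miRNAs and 21 when adjusted over the list alone. As a set they were lower by limma's camera (false discovery rate 6.9e-23 over 30 set tests). With fry the false discovery rate was 0.00831, and with the correlation between miRNAs estimated from the data (0.301) it was 0.167. When the 12 libraries were divided at random, a camera p as low was reached by 2 of 100 splits for the whole list and by 7 of 100 without the entries of Tables 2 to 4. The mean log2 CPM of the 57 entries with at least 0.1 CPM lay between 0.36 and 0.66 in young AL, between -1.28 and 0.06 in old AL and between -0.80 and 0.33 in old CR.

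**Figure D1:**
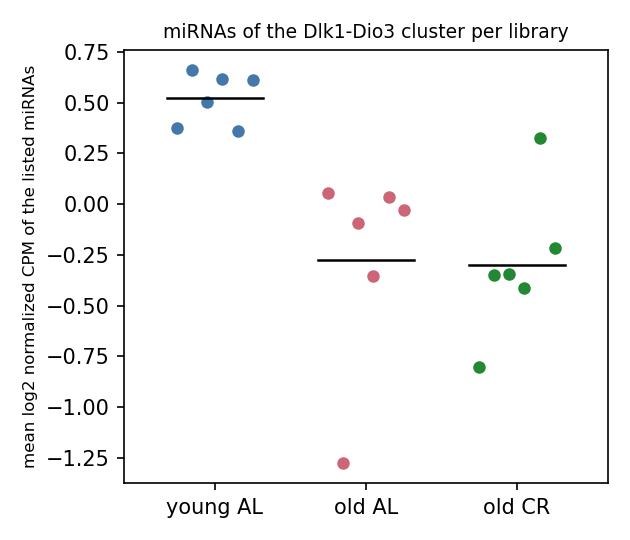
Mean log2 CPM of 57 miRNAs of the Dlk1-Dio3 region in each library (points), by group, with the group mean as a bar. All 12 libraries of old rats lie below all 6 young AL libraries, and old AL replicate 8 is lowest at -1.28.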

**Table 2:** Top 20 **A** upregulated and top 20 **B** downregulated known and putative novel miRNA candidates in old rat skeletal muscle compared with young rat skeletal muscle, ranked by padj-value. Rats were split into two groups (n = 6/group), which were terminated at either 6-months or 28-months old. Gastrocnemius muscle tissue was removed from rats terminated at either 6-months or 28-months old and RNA was extracted and sequenced. DESeq2 in R, analysing raw gene counts via negative binomial models and Wald test, identified differentially expressed miRNAs among young AL-fed and old CR rats, considering significance via adjusted p-values (padj) ≤ 0.05 and fold change (FC) ≥ 1.5 criteria. Differentially expressed miRNAs were defined as those with a padj-value < = 0.05 and fold change (FC) > = 1.5

A			
miRNA	log2FoldChange	padj	BaseMean
rno-novel-132	25.96	6.34E-16	357.13
rno-novel-79	24.76	1.29E-14	151.92
rno-novel-78	22.93	1.42E-12	41.09
rno-novel-101	21.52	4.19E-11	14.89
rno-miR-31a-5p	3.60	1.40E-08	24.79
rno-miR-122b	4.47	6.26E-06	3592.29
rno-miR-122-5p	4.33	1.11E-05	7951.76
rno-miR-598-3p	1.20	0.000116064	175.95
rno-miR-140-3p	0.65	0.00023907	18,190.15
rno-miR-122-3p	4.26	0.000329713	52.70
rno-miR-182	1.16	0.000577317	1379.57
rno-miR-375-3p	2.70	0.000723014	34.72
rno-novel-47	10.86	0.000837844	190.99
rno-miR-483-3p	2.65	0.001388372	380.34
rno-miR-212-3p	1.95	0.001446286	9.45
rno-miR-129–1-3p	2.51	0.001446286	11.66
rno-miR-146a-5p	0.75	0.004345804	15,795.15
rno-miR-193b-3p	1.25	0.004507445	309.17
rno-miR-9b-5p	1.88	0.008134343	14.10
rno-miR-483-5p	1.88	0.01	279.16

B			
miRNA	log2FoldChange	padj	BaseMean
rno-novel-70	−30.00	5.86E-21	108,074.10
rno-novel-84	−30.00	5.86E-21	11,186.94
rno-novel-88	−29.68	1.13E-20	3814.04
rno-novel-39	−26.67	1.15E-16	290.95
rno-novel-52	−26.14	4.41E-16	198.91
rno-novel-104	−25.72	1.07E-15	370.75
rno-novel-105	−25.29	3.20E-15	105.93
rno-novel-113	−23.56	3.04E-13	29.80
rno-novel-109	−22.90	1.46E-12	18.24
rno-miR-539-5p	−2.25	4.38E-10	29.71
rno-miR-3576	−2.25	1.14E-09	29.71
rno-miR-369-5p	−1.49	6.22E-09	85.71
rno-miR-3578	−1.49	6.22E-09	86.08
rno-miR-434-3p	−1.23	4.70E-06	1138.53
rno-miR-3543	−1.23	5.43E-06	1131.44
rno-miR-376b-5p	−1.94	2.17E-05	40.66
rno-miR-136-5p	−1.73	6.21E-05	83.56
rno-miR-181d-5p	−1.09	0.000329713	818.24
rno-miR-410-3p	−1.34	0.000414971	55.58
rno-miR-181c-5p	–1.78	0.000450795	86.28

## Identification of miRNAs differentially expressed between the muscle of aged CR and aged AL-fed rats.

We identified a total of 109 miRNAs that were significantly differentially expressed (FDR corrected padj-value ≤ 0.05, FC 1.5) in the muscle of aged rats fed CR compared to young rats fed AL. 

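In old CR against young AL, edgeR called 68 of 730 miRNAs tested, which correspond to 61 separate sets of counts. An unadjusted p under 0.05 was found for 186, where 36.5 would be met by chance, and DESeq2 called 109, among them all 68. The libraries of the 2 groups did not overlap in 42 of the 730, of which 39 were called, where chance gives 0.216% of all miRNAs. In 4 of the 68 a whole group was at 0. With 1 library left out the count stayed between 45 (without old CR replicate 18) and 67. Scaling by library totals alone gave 47, of which 34.0% were upregulated, against 44.1% of the 68 with TMM.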

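edgeR called 30 miRNAs upregulated in old CR against young AL, 27 known miRNAs and 3 predicted candidates. In 17 of the 30 every old CR library lay above every young AL library. A list of 23 entries of miRNAs abundant in nerve tissue, 8 of them in Tables 2 to 4, held 11 of the 30. Of the 21 entries of this list tested, 12 were called when adjusted over the list alone, and 1 was called in old AL against young AL (3 when adjusted over the list alone).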

49 miRNAs were significantly upregulated, of which 41 miRNAs were known and 8 were newly discovered by miRDeep2. Meanwhile, 60 were significantly downregulated, of which 53 were known and 7 were newly discovered by miRDeep2. 

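edgeR called 38 downregulated in old CR, 37 known miRNAs and 1 predicted candidate, which shares its counts with rno-miR-494-3p. Every old CR library lay below every young AL library in 22 of the 38. The Dlk1-Dio3 list held 21 of the 38 (33 when adjusted over the list alone), 64 of its 73 entries tested were lower in old CR than in young AL, and the median log2 fold change was -0.78 (camera p = 1.6e-22, false discovery rate 0.00156 with fry and 0.0920 with the estimated correlation). Without the entries of Tables 2 to 4 a camera p as low was reached by 8 of 100 random splits. Between old CR and old AL the list did not differ. Of 71 entries, 36 were lower and 35 higher in old CR, the median was -0.06 and the mean 0.07, the camera p was 0.516, and neither edgeR (6 at an unadjusted p under 0.05) nor DESeq2 called any of them, 0 by each tool.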

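The lowest p among upregulated miRNAs in old CR against young AL belonged to rno-miR-346, at 0.114 ± 0.0506 CPM in young AL and 1.16 ± 0.6249 CPM in old CR (SD, n = 6 each), a log2 fold change of 3.30 (standard error 0.493, adjusted p = 0.00312 from edgeR). rno-miR-31a-5p followed with a log2 fold change of 4.62 (standard error 0.749, adjusted p = 0.00377 from edgeR), which is 3.61 without old CR replicate 14. The log2 fold changes of rno-miR-598-3p and rno-miR-9b-5p were 0.99 and 3.07. rno-miR-124-3p rose from 0.530 ± 0.284 to 3.57 ± 3.05 CPM and rno-miR-9a-5p from 12.0 ± 4.37 to 58.0 ± 45.6 CPM. In both, 5 of 6 old CR libraries lay above all young AL libraries, with adjusted p of 0.0173 and 0.0133 from edgeR. Among downregulated miRNAs the lowest p belonged to rno-miR-181c-3p, which fell from 1.29 ± 0.147 to 0.497 ± 0.0840 CPM (log2 fold change -1.37, standard error 0.170, adjusted p = 0.00227 from edgeR). rno-miR-493-5p fell from 3.10 ± 0.707 to 1.14 ± 0.219 CPM (log2 fold change -1.44), rno-miR-1193-3p by 1.57 and rno-miR-539-5p by 1.81 on the log2 scale, each with an adjusted p of 0.00312 from edgeR. Of the 20 miRNAs listed in Table 3, edgeR called 16, and of the 20 in Table 4 it called 14. The first predicted candidate of Table 3 had counts in 3 libraries, matching rno-miR-205, and the second in 2 libraries, matching rno-miR-3574. The first of Table 4 had counts in 3 libraries, matching rno-miR-7a-5p.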

The top 20 miRNAs exhibiting the greatest degree of upregulation (Table 3) and downregulation (Table 4) were ascertained.

**Table 3:** Top 20 upregulated known and putative novel miRNA candidates in old calorically restricted (CR) rat skeletal muscle compared with young ad libitum (AL)-fed rats, ranked by padj-value. Rats were split into two groups (n = 6/group) and fed either ad libitum (AL) and terminated at 6-months old or CR and terminated at 28-months old. Gastrocnemius muscle tissue was removed from which RNA was extracted and sequenced. DESeq2 in R, analysing raw gene counts via negative binomial models and Wald test, identified differentially expressed miRNAs among young AL-fed and old CR rats, considering significance via adjusted p-values (padj) ≤ 0.05 and fold change (FC) ≥ 1.5 criteria. Differentially expressed miRNAs were defined as those with a padj-value < = 0.05 and fold change (FC) > = 1.5

miRNA	log2FoldChange	padj	BaseMean
rno-novel-100	26.65	1.60E-16	1345.95
rno-novel-145	24.69	2.28E-14	136.81
rno-novel-66	15.00	8.12E-13	3186.41
rno-novel-78	22.77	2.59E-12	34.61
rno-novel-102	21.76	2.47E-11	16.82
rno-miR-31a-5p	4.67	2.94E-09	47.76
rno-miR-598-3p	1.00	3.69E-09	151.63
rno-miR-346	3.29	8.79E-09	36.08
rno-novel-12	0.89	2.38E-06	6764.19
rno-miR-139-5p	0.89	2.81E-06	6881.72
rno-miR-129-5p	2.63	3.49E-06	126.20
rno-miR-9b-5p	3.11	5.44E-06	27.43
rno-miR-122b	3.66	1.82E-05	1986.57
rno-novel-49	6.48	1.82E-05	8.73
rno-miR-122-5p	3.54	2.81E-05	4482.47
rno-miR-9b-3p	2.29	3.01E-05	1973.45
rno-miR-9a-5p	2.29	3.02E-05	2033.49
rno-miR-129–1-3p	3.65	3.54E-05	18.52
rno-miR-9a-3p	2.72	4.19E-05	214.90
rno-miR-124-3p	2.76	5.01E-05	119.20

**Table 4:** Top 20 downregulated known and putative novel miRNA candidates in old calorically restricted (CR) rat skeletal muscle compared with young ad libitum (AL)-fed rats, ranked by padj-value. Rats were split into two groups (n = 6/group) and fed either ad libitum (AL) and terminated at 6-months old or CR and terminated at 28-months old. Gastrocnemius muscle tissue was removed from which RNA was extracted and sequenced. DESeq2 in R, analysing raw gene counts via negative binomial models and Wald test, identified differentially expressed miRNAs among young AL-fed and old CR rats, considering significance via adjusted p-values (padj) ≤ 0.05 and fold change (FC) ≥ 1.5 criteria. Differentially expressed miRNAs were defined as those with a padj-value < = 0.05 and fold change (FC) > = 1.5

miRNA	log2FoldChange	padj	BaseMean
rno-novel-88	-30.00	1.14E-20	3640.95
rno-novel-104	-26.81	1.47E-16	352.72
rno-novel-81	-26.37	2.78E-16	254.35
rno-novel-105	-25.07	9.38E-15	99.09
rno-novel-113	-23.38	6.81E-13	28.59
rno-novel-109	-22.71	2.75E-12	17.41
rno-miR-181c-3p	-1.39	9.06E-12	51.03
rno-miR-493-5p	-1.44	1.50E-10	121.41
rno-miR-1193-3p	-1.59	3.08E-09	46.20
rno-miR-539-5p	-1.82	0.000000042	29.85
rno-miR-3576	-1.81	0.000000109	29.90
rno-miR-181d-5p	-1.07	0.000000119	782.68
rno-miR-434-3p	-1.38	0.000000141	1049.36
rno-miR-3543	-1.38	0.000000145	1043.06
rno-miR-337-5p	-1.27	0.000000225	309.33
rno-miR-181c-5p	-1.76	0.000000326	82.41
rno-miR-329-3p	-1.53	0.000000377	105.51
rno-miR-409a-5p	-1.23	0.0000129	102.62
rno-miR-471-3p	-5.33	0.0000226	3.48
rno-miR-369-5p	-1.40	0.0000305	83.32

## Age-related miRNA changes in old skeletal muscle of rats partially reversed by caloric restriction.

Of the 84 miRNAs differentially expressed between aged rats fed AL and young rats fed AL, 34 (40.5%) were normalised to youthful expression levels in aged CR rats. 

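The paper's text does not define normalised. Here a miRNA called in old AL against young AL was counted as normalised when it was not called in the same direction in old CR against young AL. With edgeR this held for 10 of 24 miRNAs (41.7%, exact 95% binomial interval 22.1 to 63.4%, which treats miRNAs as independent), and with DESeq2 for 34 of 84 (40.5%, 29.9 to 51.7%). In old CR all 24 had still moved in the direction of the change with age, and 20 lay closer to the old AL mean than to the young AL mean. Of the 10, 6 kept 50% or more of their log2 change. Requiring in addition that the old CR mean lie closer to the young AL mean left 4 of 24 (16.7%). Single libraries moved the share, to 11.1% without young AL replicate 3, 20.0% without young AL replicate 4 or 5 or old AL replicate 9 or 11, and at most 50.0% in the others.
Not being called in 1 comparison is not a test of the difference between old CR and old AL. In that direct comparison edgeR called 2 of 736 entries, rno-miR-139-5p and a predicted candidate that shares its counts, both upregulated in old CR. rno-miR-139-5p was at 84.4 ± 21.2 CPM in young AL, 89.7 ± 16.2 CPM in old AL and 157 ± 19.4 CPM in old CR (SD, n = 6 each), with every old CR library above every old AL library (log2 fold change 0.81, standard error 0.143, adjusted p = 0.0377 from edgeR). That call was kept without old AL replicate 9, old CR replicate 13 or old CR replicate 15 and lost without any other 1 of the 12 libraries (adjusted p up to 0.132), and over the other settings the adjusted p lay between 4.1e-07 (DESeq2) and 0.628 (library totals). An unadjusted p under 0.05 was found for 88 entries, where 36.8 would be met by chance, and DESeq2 called 19, of which 11 were predicted candidates. None of the 24 miRNAs changed with age was called in old CR against old AL, 0 by edgeR and 0 by DESeq2. Of the 84 that DESeq2 itself called with age, 5 were called by it in the opposite direction in old CR against old AL, all among its 34 normalised miRNAs. Most of these 5 were predicted candidates, each at 0 in every library of at least 1 group. They include the candidates that matched rno-miR-30a-5p and rno-miR-106b-3p, and DESeq2 called neither of these known miRNAs in either comparison. The other candidates among the 5 matched no known miRNA. Of the 24 called by edgeR with age, 23 were tested in old CR against old AL, and 4 differed at an unadjusted p under 0.05. They were rno-miR-434-5p, rno-miR-24-1-5p, rno-miR-3074 and rno-miR-140-3p, all 4 toward the young AL level. The 24 were selected with the same old AL libraries, which favours that direction.
Across miRNAs, which are not independent replicates, the log2 fold changes of old AL and old CR against young AL correlated with a Pearson r of 0.660 over 712 entries and 0.838 over the 589 known miRNAs, the latter set chosen after seeing the data. Both comparisons use the same young AL libraries, so r lies above 0 with no effect at all. In 100 simulations of unchanged groups against those libraries r was 0.581 ± 0.0868 (SD, highest 0.788) for all entries and 0.542 (highest 0.657) for known miRNAs.

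**Figure D2:**
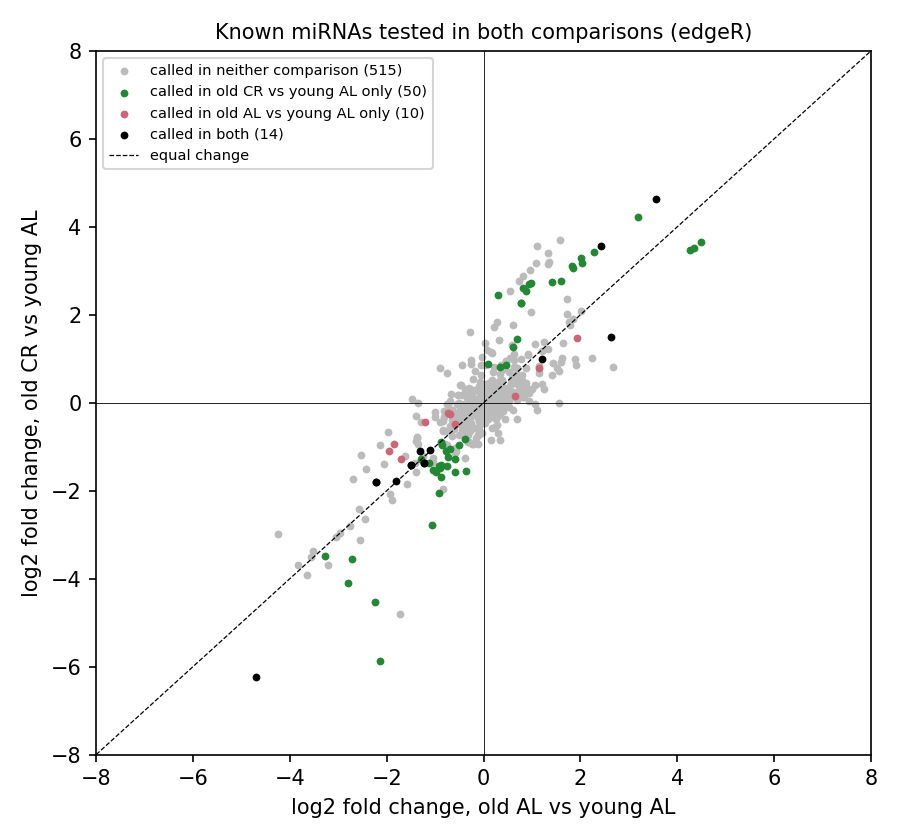
Log2 fold change of each of 589 known miRNAs in old AL against young AL (x axis) and in old CR against young AL (y axis), as points coloured by where edgeR called them, 14 in both comparisons, 10 in old AL only, 50 in old CR only and 515 in neither. Every miRNA called in either comparison has the same sign in both. The shared young AL libraries favour this, and in simulations of unchanged groups 67.4% of all entries had the same sign. No such value was computed for called miRNAs. Fold changes of miRNAs at 0 in a whole group, such as rno-miR-202-5p in old CR, depend on the prior count.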

Of the 36 miRNAs upregulated in the muscle of aged rats fed AL compared to young rats fed AL, 17 (47.2%) were suppressed in aged CR rats. Therefore, CR failed to suppress 19 (52.8%) of the miRNAs upregulated with ageing. 

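Of the 7 miRNAs upregulated in old AL by edgeR, 3 (42.9%) were not called upregulated in old CR against young AL. They were rno-miR-140-3p, rno-miR-182 and rno-miR-212-3p, whose log2 fold changes against young AL were 0.64, 1.15 and 1.94 in old AL and 0.16, 0.79 and 1.47 in old CR. Of the other 4, rno-miR-31a-5p and rno-miR-129-1-3p had larger log2 fold changes in old CR (4.62 and 3.56) than in old AL (3.56 and 2.43), while rno-miR-375-3p (1.51 against 2.64) and rno-miR-598-3p (0.99 against 1.21) had smaller ones. No difference between old CR and old AL passed the thresholds for these 7, 0 by edgeR (1 at an unadjusted p under 0.05, rno-miR-140-3p) and 0 by DESeq2.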

Of the 48 miRNAs downregulated in the muscle of aged rats fed AL compared to young rats fed AL, 17 (35.4%) were rescued in aged CR rats. Therefore, CR failed to rescue 31 (64.6%) of the miRNAs downregulated with ageing (Fig. 1).

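Of the 17 miRNAs downregulated in old AL by edgeR, 7 (41.2%) were not called downregulated in old CR against young AL. The log2 fold changes of rno-miR-434-5p, rno-miR-24-1-5p and rno-miR-3074 were -1.20, -0.73 and -0.69 in old AL and -0.44, -0.22 and -0.25 in old CR. For rno-miR-376b-5p, rno-miR-376a-5p, rno-miR-136-5p and rno-miR-22-3p they were -1.96, -1.85, -1.71 and -0.59 in old AL and -1.10, -0.94, -1.28 and -0.48 in old CR, The 10 called in both comparisons include rno-miR-434-3p, which was at 11.3 ± 2.77 CPM in old AL and 10.2 ± 2.78 CPM in old CR (SD, n = 6 each). From the number of miRNAs in each direction that were and were not normalised, the paper concludes that CR failed to suppress or rescue the remainder of the miRNAs changed with age.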

**Fig. 1:**
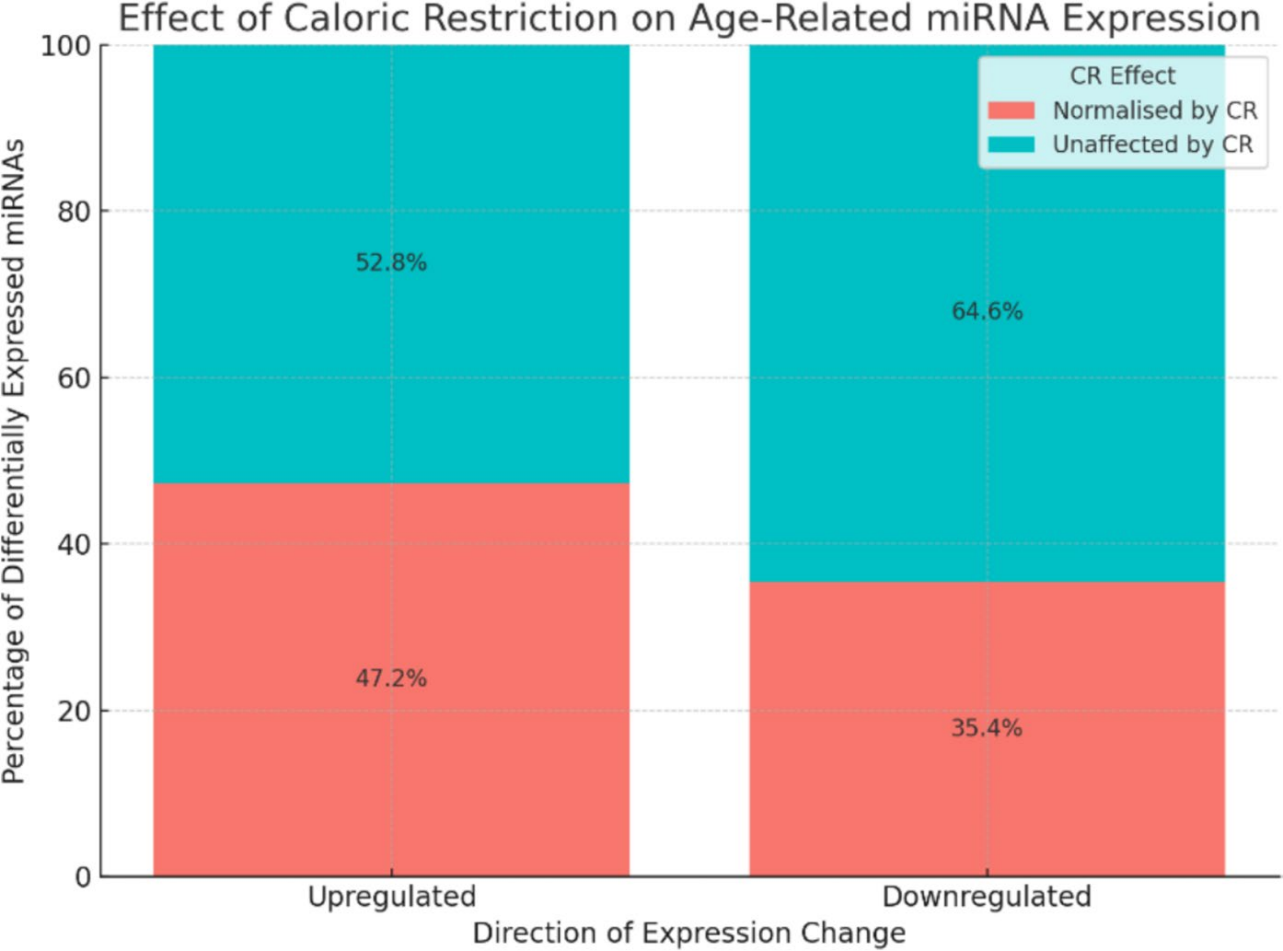
Impact of CR on miRNA expression. A bar chart showing the number of genes upregulated and downregulated in the muscle of aged rats fed ad libitum (AL), when compared to the muscle of old rats fed AL, and what percentage of these are normalised by caloric restriction (CR). Upregulated miRNAs: 17 (47.2%) were normalised by CR, 19 (52.8%) were unaffected by CR; Downregulated miRNAs: 17 (35.4%) were normalised by CR, 31 (64.6%) were unaffected by CR

## Functional and pathway analysis of protein-coding genes targeted by miRNA differentially expressed in aged rat muscle.

Target genes for the differentially expressed miRNAs were predicted using the MultiMiR package (miRanda, miRDB, PITA, TargetScan, MicroCosm, DIANA-microT, ElMMo, PicTar) for known miRNAs, and miRDB (score cutoff > 60) for putative novel miRNA candidates, as detailed in the Methods. The top-ranked predicted targets were then subjected to GO enrichment analysis, and results were summarised using REVIGO. Known upregulated miRNAs in old skeletal muscle targeted 175 protein-coding genes, which were enriched for 39 GO terms. Notable terms included cellular response to peptide hormone stimulus, skeletal muscle development, glycogen metabolic process, and skeletal muscle cell differentiation. REVIGO streamlined redundant terms, summarising target genes to be involved in skeletal muscle development, positive regulation of fatty acid oxidation, and fructose/hexose metabolism (Fig. 2A). Lastly, KEGG pathway analysis revealed miRNAs to target genes associated with cGMP-PKG signalling pathway, AMPK signalling pathway, Longevity regulating pathway, Insulin resistance, Adipocytokine signalling pathway and Autophagy signalling pathways (Fig. 2B).

**Fig. 2:**
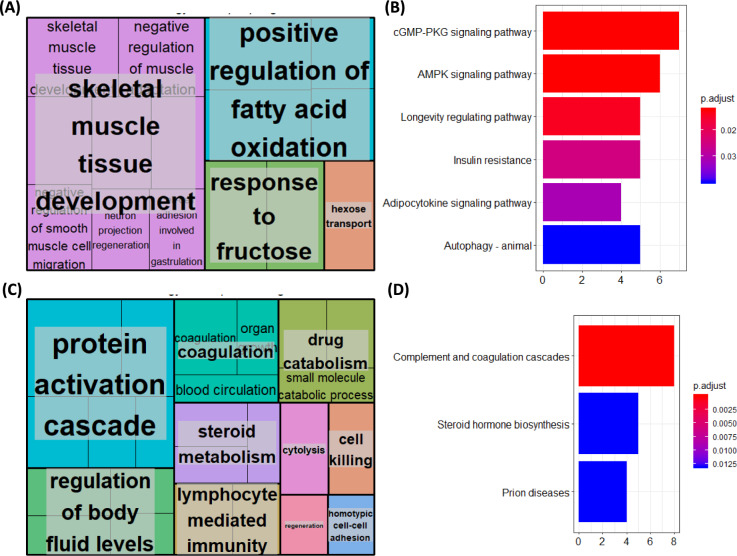
Functions and pathways of genes targeted by known miRNAs upregulated **A**, **B** and downregulated **C**, **D** in the muscle of aged rats compared to young rats. Gastrocnemius muscle from 6-months or 28-months old rats was isolated and RNA extracted and sequenced. Differentially expressed miRNAs were revealed using Deseq2. For the known target genes of differentially expressed miRNAs, gene ontology (GO) terms, which were clustered based on semantic similarity **A**, **C** and KEGG pathway enrichment were derived

Known downregulated miRNAs in old skeletal muscle targeted 202 protein-coding genes, which were enriched for 60 GO terms. Notable terms included wound healing, response to molecules of bacterial origin, response to lipopolysaccharide, regulation of body fluid levels and lymphocyte-mediated immunity. REVIGO streamlined redundant terms, summarising target genes to be involved in the protein activation cascade, regulation of body fluids, coagulation, drug metabolism, steroid metabolism and lymphocyte-mediated immunity, amongst others (Fig. 2C) Lastly, KEGG pathway analysis revealed miRNAs to target genes associated with complement and coagulation cascades, steroid biosynthesis and prion diseases (Fig. 2D).

Analysis of putative novel miRNAs upregulated in aged rat muscle using the miRDB database revealed numerous target genes. These were found to be significantly associated with six GO terms: axonogenesis, stress-activated MAPK cascade, regulation of BMP signalling pathway, and glial cell migration (Fig. 3A). KEGG pathway analysis highlighted miRNAs to potentially target of crucial skeletal muscle pathways, including PI3K-Akt, MAPK, and mTOR signalling (Fig. 3B).

**Fig. 3:**
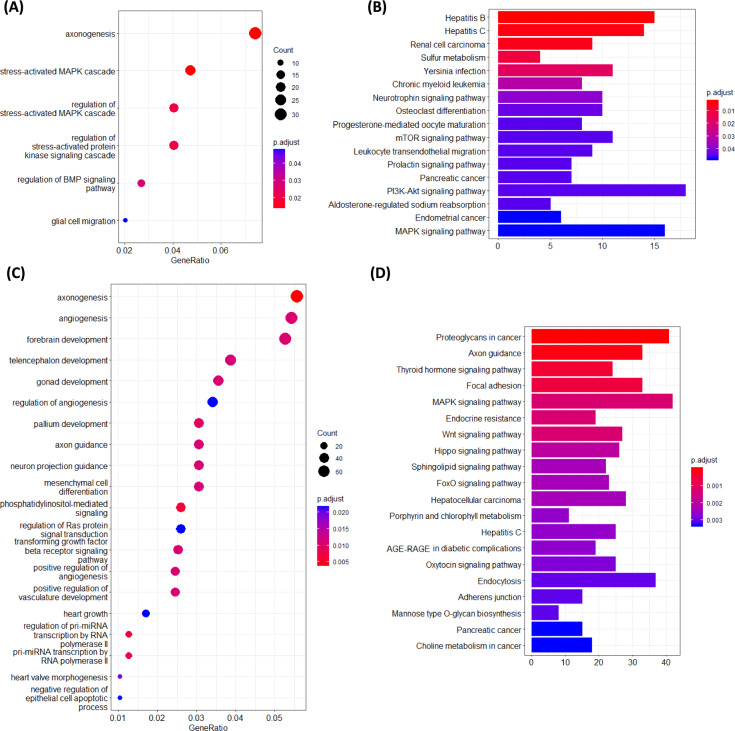
Functions and pathways of genes targeted by putative novel miRNAs upregulated **A–B** and downregulated **C–D** in the muscle of aged rats compared to young rats. Gastrocnemius muscle tissue was removed from rats terminated at either 6-months or 28-months old and RNA extracted and sequenced. Differentially expressed miRNAs were revealed using Desq2. Novel miRNAs were analyzed using the mirdb.org database to predict target genes based on a cutoff score > 60, facilitating subsequent gene ontology **A**, **C**, and KEGG pathway enrichment **B**, **D** analyses to infer potential functions

Analysis of putative novel miRNAs downregulated in aged rat muscle using the miRDB database revealed numerous target genes. These were found to be significantly associated with 43 GO terms, notably including axonogenesis, angiogenesis, and forebrain development (Fig. 3C). KEGG pathway analysis for downregulated miRNAs identified 61 significantly associated pathways, notably including Proteoglycans in cancer, Axon guidance, MAPK signalling, Cellular senescence, and several other pathways (Fig. 3D).

## Functional and pathway analysis of protein-coding genes targeted by miRNA uniquely differentially expressed in the muscle of aged CR rats compared to young AL-fed rats.

The miRNAs uniquely upregulated by CR were enriched for 13 GO terms. Notable terms included positive regulation of cellular carbohydrate metabolic process, positive regulation of glucose metabolic process, regulation of polysaccharide biosynthetic process and regulation of glucose metabolic process. REVIGO summarised these as related to carbohydrate metabolism and regulation of lamellipodium organisation (Fig. 4A). As for KEGG pathway analysis, we found only the ECM-receptor interaction pathway was significantly enriched, implying this pathway is downregulated in ageing of muscle under CR. It is fascinating that all the pathways that were observed in old skeletal muscle, were not enriched under CR in skeletal muscle.

**Fig. 4:**
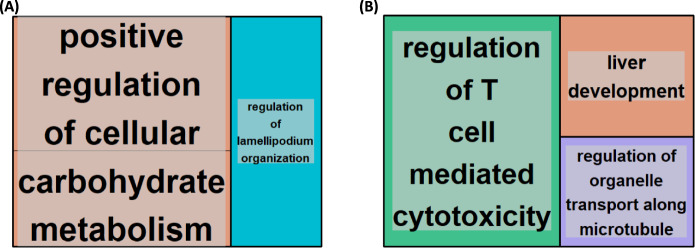
Gene ontology (GO) terms associated with genes targeted by miRNAs uniquely upregulated **A** and downregulated **B** in the muscle of aged calorically restricted CR rats compared to young ad libitum (AL)-fed rats. Gastrocnemius muscle tissue was removed from rats either fed AL and terminated at 6-months or CR and terminated at 28-months old. RNA was extracted and sequenced. Differentially expressed miRNAs were revealed using Desq2 and target genes determined and associated GO terms, which were clustered based on semantic similarity **A**, **B**

The miRNAs uniquely downregulated by CR were enriched for 9 GO terms. REVIGO summarised these as involved in regulation of T cell-mediated cytotoxicity, liver development and regulation of organelle transport along microtubules (Fig. 4B). Lastly, KEGG pathway analysis revealed miRNAs to target genes associated with Allograft rejection, Graft-versus-host disease, Autoimmune thyroid disease, Type I diabetes mellitus, Cellular senescence, Viral myocarditis, Antigen processing and presentation, Epstein-Barr virus infection, Cell adhesion molecules (CAMs) amongst other pathways (Fig. 5).

**Fig. 5:**
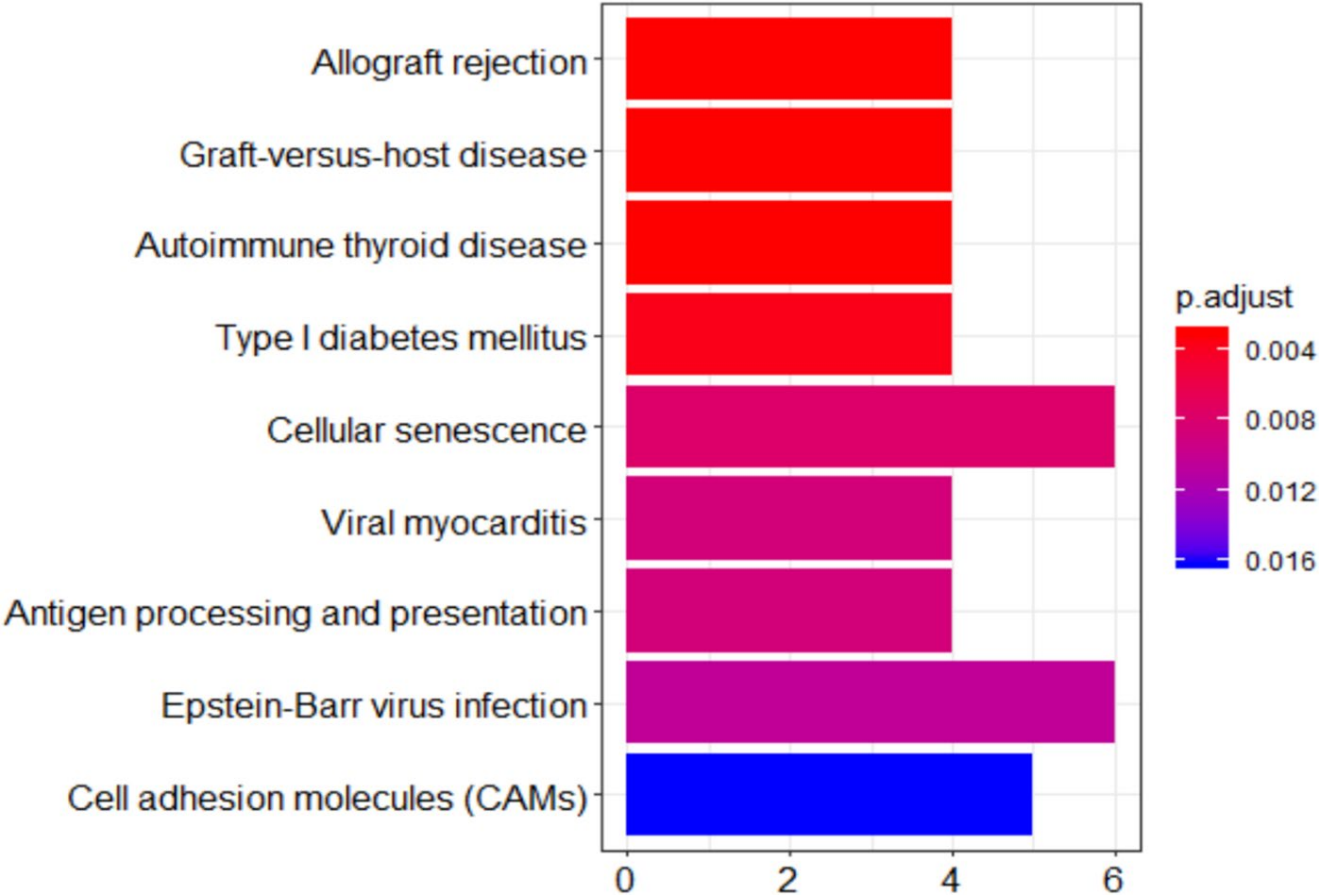
KEGG pathways associated with genes targeted by miRNAs uniquely downregulated in the muscle of aged calorically restricted CR rats compared to young ad libitum (AL) rats. Gastrocnemius muscle tissue was removed from rats and RNA extracted and sequenced. KEGG pathways associated with differentially expressed miRNAs were revealed using Desq2 and ClusterProfiler

## RT-qPCR validation of miRNAseq data analysis

We validated differential expression of 7 miRNAs, rno-miR-122-5p, rno-miR-96-5p, rno-miR-375-5p, rno-miR-20a-5p, rno-miR-31a-5p, rno-miR-140-3p, and rno-miR-182, using qPCR. Four out of seven of the miRNAs showed identical results with miRNAseq data analysis. These included rno-miR-122-5p, rno-miR-96-5p, rno-miR-31a-5p and rno-miR-140-3p. These miRNAs were upregulated in old rat skeletal muscle compared to young rat skeletal muscle, and expression of these miRNAs was inhibited by CR (Fig. 6 A-D, I-L).

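The RNA-seq counts of the miRNAs in Fig. 6 are given here for all 6 libraries of each group. The legend gives n = 4-6 without naming the samples, and the RT-qPCR values are not analysed here. Differences were tested with edgeR over all miRNAs and with an exact permutation test of the mean log2 CPM (6 against 6, two-sided, smallest possible p 0.00216), adjusted over 21 tests. rno-miR-140-3p was at 234 ± 40.5 CPM in young AL, 368 ± 45.4 in old AL and 263 ± 39.5 in old CR (SD). It rose in old AL (log2 fold change 0.64, adjusted p = 0.0353 from edgeR, exact p = 0.00216, adjusted 0.00758), and 5 of 6 old CR libraries lay below all old AL libraries (log2 fold change -0.48, adjusted p = 0.392 from edgeR, exact p = 0.00433, adjusted 0.0130). DESeq2 gave that fall an adjusted p of 0.0189 at a fold change under 1.5, and over the other settings the adjusted p reached 0.571. rno-miR-122-5p was at 145.1 ± 30.4 CPM in old CR, above all young AL libraries in all 6 (exact p = 0.00216). No difference between old CR and old AL was detected for it (log2 fold change -0.81, standard error 0.556, adjusted p = 0.577 from edgeR, exact p = 0.695). Without old AL replicate 9 that log2 fold change was -0.06. Against young AL its log2 fold change in old CR was 3.53 (adjusted p = 0.0329 from edgeR), a call kept without young AL replicate 1, 2 or 6 and lost without any other 1 library (adjusted p up to 0.0691). rno-miR-31a-5p was at 1.62 ± 2.03 CPM in old CR, above old AL in mean (log2 fold change 1.09, adjusted p = 0.503 from edgeR, exact p = 0.323), and 0.07 without old CR replicate 14. For rno-miR-96-5p the group means were 1.52 ± 0.556, 2.80 ± 0.947 and 2.63 ± 1.17 CPM. From the RNA-seq and RT-qPCR panels, the paper states that these 4 miRNAs rise with age and are inhibited by CR.

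**Figure D3:**
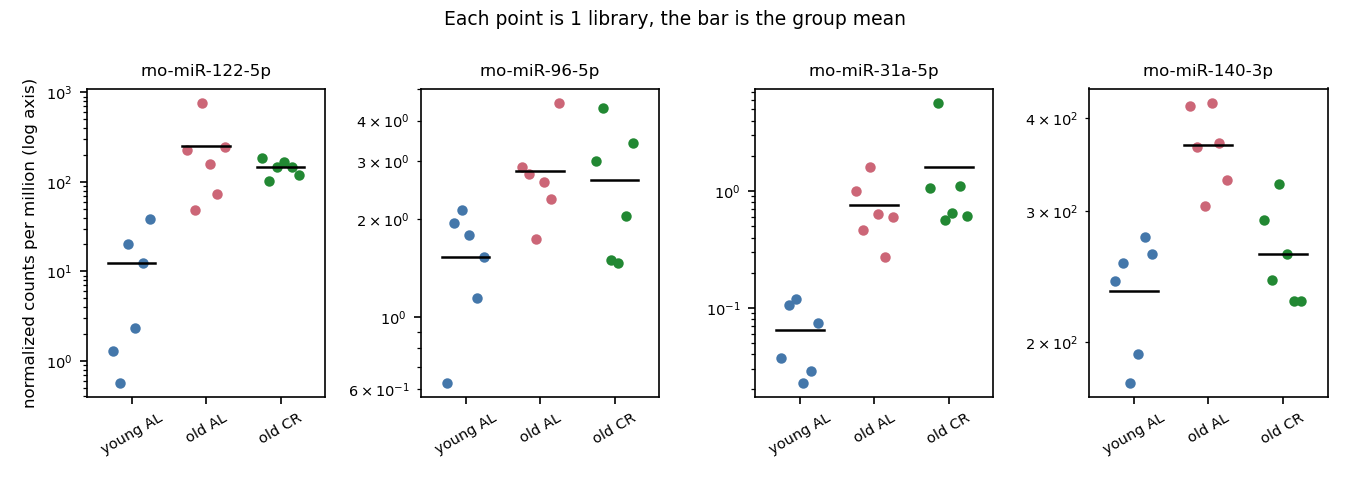
TMM-scaled CPM (log axis) of rno-miR-122-5p, rno-miR-96-5p, rno-miR-31a-5p and rno-miR-140-3p in each of the 6 libraries of young AL, old AL and old CR, as points, with the group mean as a bar. The young AL libraries of rno-miR-122-5p spread from 0.570 to 38.4 CPM, old AL replicate 9 is highest at 772 CPM, and old CR replicate 14 stands apart for rno-miR-31a-5p at 5.74 CPM.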

**Fig. 6:**
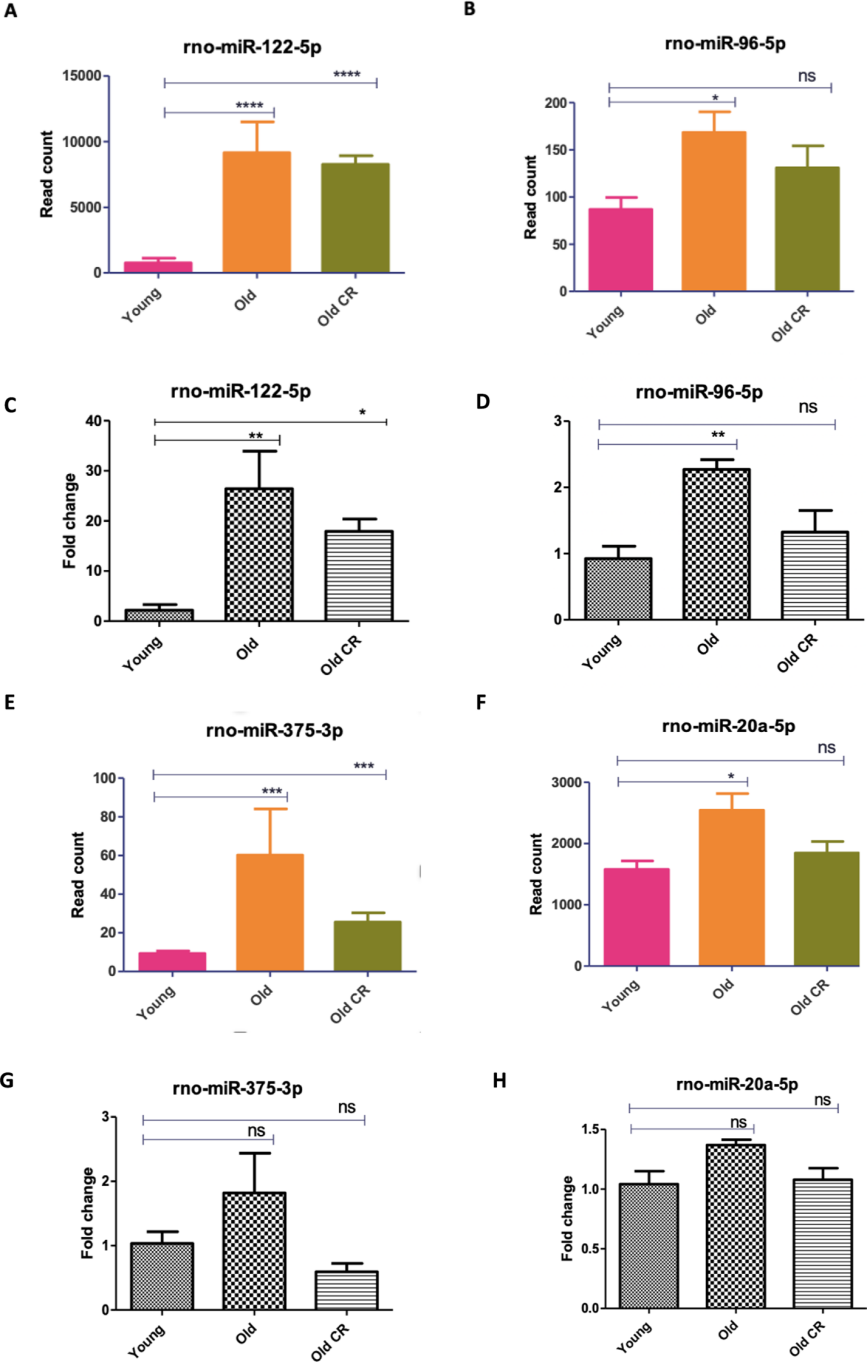

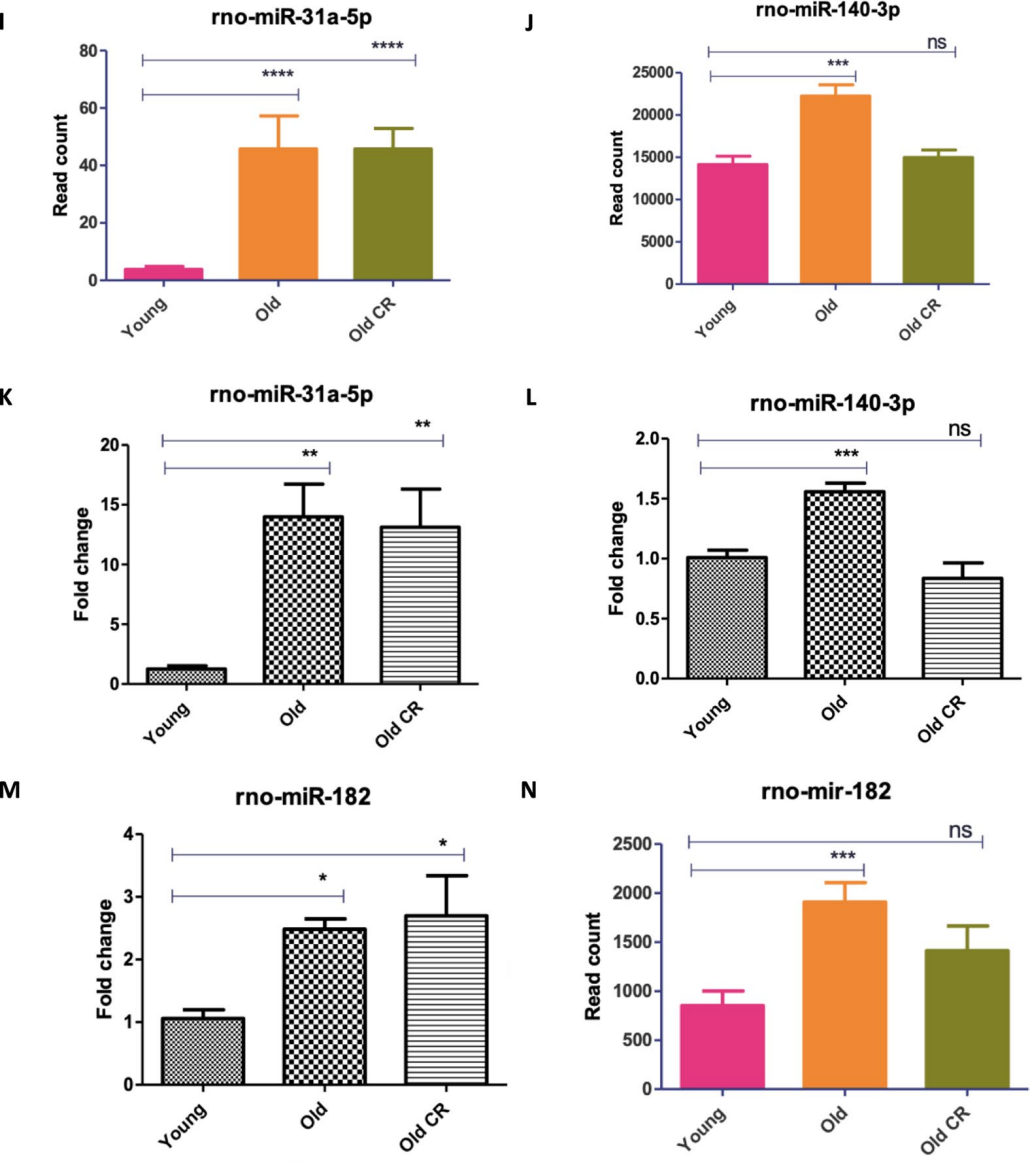
RT-qPCR validation of miRNA-seq results. RNA was extracted from the gastrocnemius muscle of all rats and analysed using both RNA-seq and qPCR. For RT-qPCR samples differential expression was calculated in fold change relative to a housekeeper miRNA, rno-miR-101a-3p. Graphs showing normalised read count from microRNA-seq data. Group comparisons were conducted using One-Way ANOVA test followed by Newman-Keuls Multiple Comparison Test. (A-B,E–F,I-J, M) show miRNA-seq results and (C-D,G-H,K-L, N) show RT-qPCR results. All p-values are unadjusted for rt-qpcr. Error bars represent mean ± SEM, n = 4–6, ns denotes not significant,* = 0.01 to 0.05, ** = 0.001 to 0.01, *** = 0.0001 to 0.001 and **** = < 0.0001

Whilst RT-qPCR results showed the remainder of miRNAs to exhibit similar expression trends in response to ageing and CR, they did not exactly replicate RNA-seq results. For example, RT-qPCR found rno-miR-375-5p and rno-miR-20a-5p to not be significantly differentially expressed between animal groups (Fig. 6E–H). Furthermore, whilst RT-qPCR found rno-miR-182 (Fig. 6M, N) to be upregulated in the muscle of aged rats fed AL (replicating RNA-seq results), no significant difference was found between expression in young rats fed AL and old CR rats (contrary to RNA-seq results). Nevertheless, overall RT-qPCR analysis showed consistent results with miRNAseq differential analysis, thus, demonstrating the reliability of our finding.

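The count table lists rno-miR-375-5p at 0 in all 18 libraries, where a count of 0 allows up to 3 counts per library, and the arm counted, and plotted in Fig. 6, is rno-miR-375-3p. In RNA-seq rno-miR-375-3p was at 0.154 ± 0.0593 CPM in young AL, 0.994 ± 0.963 in old AL and 0.446 ± 0.197 in old CR (SD, n = 6 each, the paper's n is 4-6). By library it was 0.0739, 0.240, 0.120, 0.160, 0.200 and 0.133 CPM in young AL, 1.74, 2.59, 0.690, 0.197, 0.249 and 0.4996 CPM in old AL, and 0.424, 0.427, 0.365, 0.277, 0.351 and 0.832 CPM in old CR. It was called in old AL (log2 fold change 2.64, adjusted p = 0.0376 from edgeR, exact permutation p = 0.00649) and in old CR against young AL (log2 fold change 1.51, adjusted p = 0.0212 from edgeR, exact permutation p = 0.00216), but not in old CR against old AL (log2 fold change -1.15, adjusted p = 0.437 from edgeR, exact permutation p = 0.344). The adjusted permutation p were 0.0152, 0.00758 and 0.380.
rno-miR-20a-5p was at 27.6 ± 6.30, 42.2 ± 11.2 and 32.6 ± 8.84 CPM in the 3 groups. By library it was 27.4, 38.5, 29.2, 24.7, 26.6 and 19.4 CPM in young AL, 22.3, 48.6, 38.6, 40.3, 51.5 and 51.8 CPM in old AL, and 42.5, 39.7, 20.6, 36.7, 23.6 and 32.6 CPM in old CR. Its log2 fold change in old AL was 0.62 (adjusted p = 0.142 from edgeR, exact permutation p = 0.0325, adjusted 0.0620), and 5 of 6 old AL libraries lay above all young AL libraries. Without old AL replicate 7, the lowest, the adjusted p from edgeR was 0.0408, and DESeq2 gave 0.0392 over all 12 libraries (0.0360 to 0.198 over the other settings). No difference from old CR was detected, with log2 fold changes of 0.23 against young AL and -0.37 against old AL.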

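In RNA-seq rno-miR-182 was at 14.3 ± 6.65 CPM in young AL, 31.6 ± 8.41 in old AL and 24.7 ± 11.1 in old CR (SD, n = 6 each, the paper's n is 4-6). By library it was 7.81, 26.9, 10.5, 12.0, 13.8 and 14.5 CPM in young AL, 37.1, 24.4, 22.6, 32.4, 28.3 and 45.0 CPM in old AL, and 27.7, 44.0, 25.2, 11.1, 18.1 and 22.4 CPM in old CR. The rise in old AL had a log2 fold change of 1.15 (standard error 0.278, adjusted p = 0.0440 from edgeR, exact permutation p = 0.00649, adjusted 0.0152). For old CR against young AL the p from edgeR was 0.0411 before adjustment. Between young AL and old CR the log2 fold change was 0.79 (standard error 0.346, adjusted p = 0.175 from edgeR, exact permutation p = 0.0584, adjusted 0.102), and DESeq2 gave an adjusted p of 0.0922 (0.0885 to 0.254 over the other settings). Between old AL and old CR it was -0.35 (adjusted p = 0.674 from edgeR, exact permutation p = 0.193, adjusted 0.270).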

**Fig. 7:**
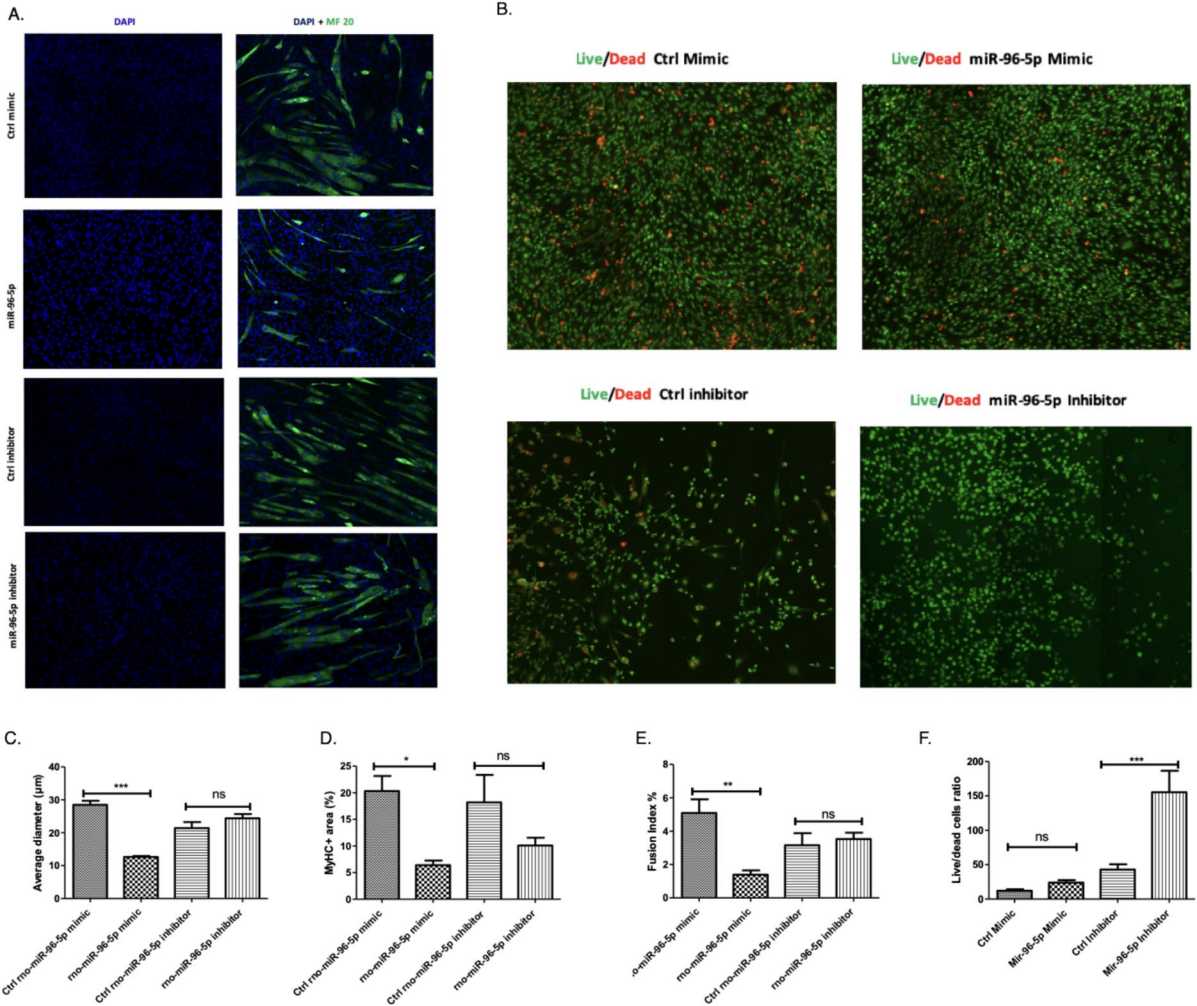
Myogenic differentiation and cell viability are reduced by over-expression of miR-96-5p in C2C12 cells*.* C2C12 myoblasts were transfected with either 50 nM of a control mimetic, 50 nM of miR-96-5p mimetic, 100 nM of a control inhibitor or 100 nM of a miR-96-5p inhibitor. A, C–E Myoblast nuclei were stained with DAPI and heavy chain of myosin II was stained with an immunofluorescent MF20 antibody. Myotube diameter C and MyHC positive area D were ascertained using ImageJ. The fusion index E was quantified by dividing the number of multinucleated myotubes by the total number of nuclei in the entire field of view across multiple images and analysed by one-way analysis of variance and Newman-Keuls Multiple comparisons test. **B**, **F** Acridine orange/ethidium bromide revealed the number of live and dead cells in each cell population. The average live:dead cells ratio was calculated for each treatment condition and compared using unpaired two-tailed Student’s t-tests. All statistical tests were conducted in Prism. Error bars represent mean ± SEM, n = 3–4, ns denotes not significant, * = 0.01 to 0.05, ** = 0.001 to 0.01, *** = 0.0001 to 0.001 and **** = p-value < 0.0001

## Rationale for further investigating rno-miR-96-5p.

The miRNA rno- miR-96-5p has previously been shown to inhibit myogenic differentiation via suppression of Four-and-a-half LIM domains protein 1 (FHL1) gene expression. Interestingly, our RNA-seq and bioinformatic analyses highlighted differential expression of this miRNA to likely be a significant player both in the muscle ageing process and in the response to CR. Its target genes were found to be involved in several aspects of optimal skeletal muscle function, such as responses to insulin, promotion of fatty acid oxidation and tissue development. Furthermore, its target genes were associated with a number of longevity-associated functions, including AMPK signalling, autophagy and responses to advanced glycation end products (AGEs). Being upregulated in aged rat muscle, rno-miR-96-5p likely plays a role in skeletal muscle dysfunction with age via downregulating many of these longevity-associated genes. We, therefore, sought to further investigate the effects of rno-miR-96-5p on myoblast function by administering a miR-96-5p mimetic and inhibitor to cultured C2C12 cells. 

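By library, rno-miR-96-5p was at 0.628, 1.94, 2.13, 1.78, 1.14 and 1.52 CPM in young AL, 2.88, 2.75, 1.73, 2.59, 2.31 and 4.54 CPM in old AL, and 3.01, 4.38, 1.50, 1.46, 2.04 and 3.42 CPM in old CR, from 34 to 302 counts per library. Its log2 fold change in old AL against young AL was 0.88 (standard error 0.292, adjusted p = 0.108 from edgeR, exact permutation p = 0.0108, adjusted 0.0227 over the 21 tests of Fig. 6), and 5 of 6 old AL libraries lay above all young AL libraries. DESeq2 gave an adjusted p of 0.0288, and over all settings tried the adjusted p lay between 0.0262 and 0.278. In old CR against old AL the log2 fold change was -0.08 (standard error 0.316, adjusted p = 0.978 from edgeR and 0.960 from DESeq2, exact permutation p = 0.654, adjusted 0.686), a difference far smaller than the spread between libraries, and 3 of 6 old CR libraries lay above the old AL median. The sign of this difference changed without old AL replicate 12 (0.11), old CR replicate 15 (0.03) or old CR replicate 16 (0.04).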

Although miR-96-5p was not among the very top-ranked age-associated miRNAs by fold-change, it was significantly upregulated with age and reduced by CR in our dataset (Fig. 6 B, D). We therefore prioritised it for functional studies to test whether modulation of miR-96-5p could represent one pathway by which CR exerts protective effects on skeletal muscle.

## The effect of miR-96-5p on viability and myogenic differentiation in cultured C2C12 cells.

AO/EB staining revealed there to be no significant effect of 50 nM miR-96-5p on the ratio of live to dead cells compared to the population receiving 50 nM of the mock mimetic. However, the cell population transfected with 100 nM of the miR-96-5p inhibitor had a significantly higher ratio of live to dead cells compared to the population receiving 100 nM of the mock inhibitor (Fig. 7B, F).

**Fig. 8:**
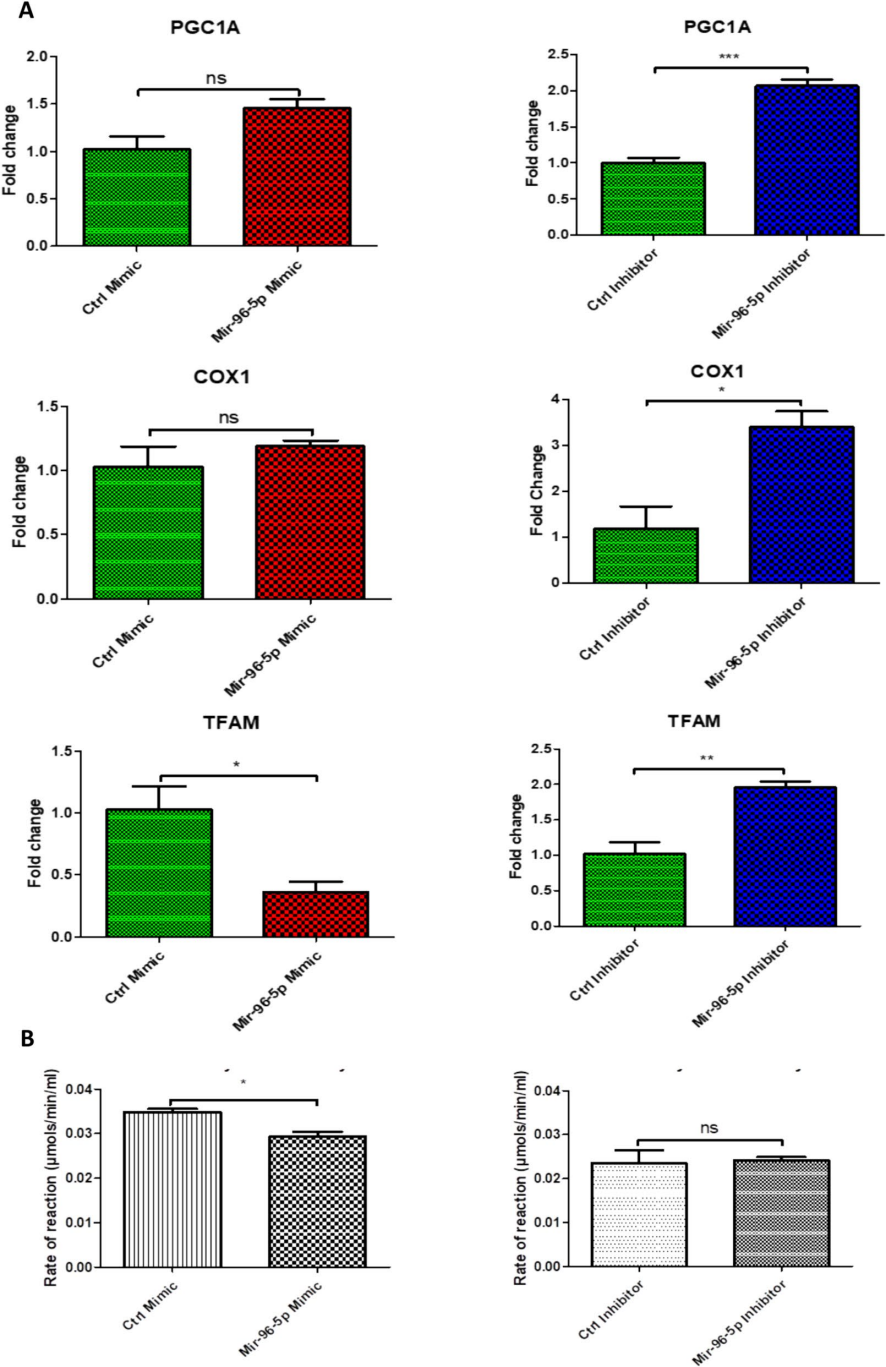
Effect of miR-96-5p on markers of mitochondrial biogenesis. C2C12 myoblasts were transfected with 50 nM of control mimic, 50 nM miR-96-5p mimic, 100 nM control inhibitor or 100 nM of a miR-96-5p inhibitor. **A** RT-qPCR was conducted 24 h after transfection. Expression of PGC-1α, COX1 and TFAM in C2C12 was quantified relative to 18S. **B** A citrate synthase assay was conducted using MitoCheck. The average activity for each treatment condition was determined in μmols/min/ml. Error bars represent mean ± SEM, n = 3,* = p-value < 0.01 to 0.05, ** = 0.001 to 0.01, *** = 0.0001 to 0.001

MF20 (myosin heavy chain) immunostaining revealed the cell population transfected with 50 nM miR-96-5p to have a significantly lower fusion index, myotubule diameter and MyHC positive area compared to the cell population transfected with 50 nM of the mock mimetic indicating this miR negatively regulates myogenesis. No other significant group effects were found for any measure. However, there was a non-significant trend toward a lower MyHC positive area in cells receiving the miR-96-5p inhibitor (Fig. 7 A, C, D, E). It is possible that the effects of inhibition of miR-96 may need to be explored in stress conditions to uncover a potential functional effect.

## The effect of miR-96-5p on mitochondrial biogenesis markers

qPCR revealed that cells transfected with miR-96-5p to have no significantly lower expression of TFAM compared to control transfected cells. No significant differences between these groups were observed with regard to the expression of PGC-1α or COX I. Cells transfected with the miR-96-5p inhibitor displayed significantly higher expression levels of PGC-1α, COX I and TFAM compared to cells receiving the mock inhibitor (Fig. 8A).

**Fig. 9:**
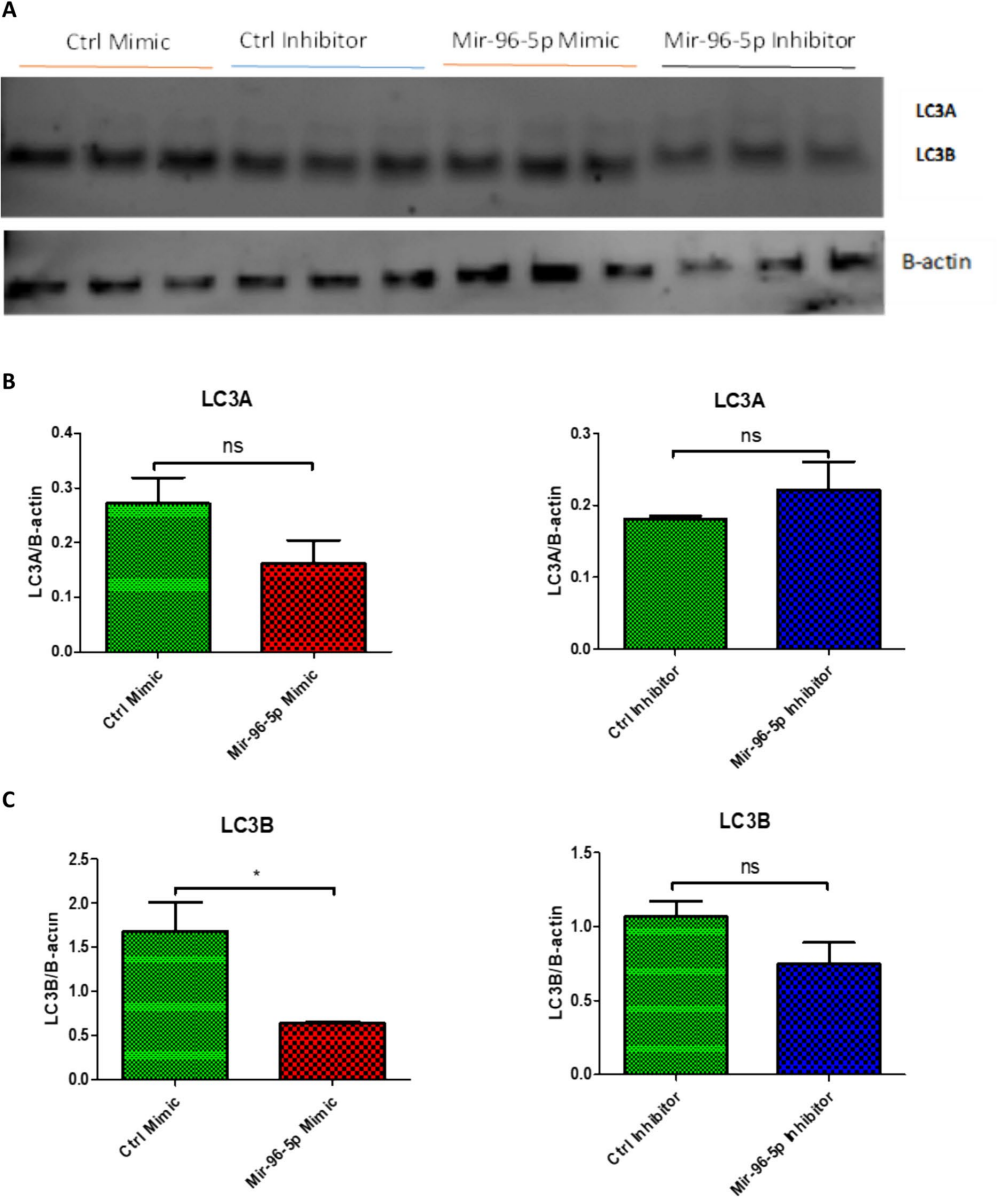
MiR-96-5p reduces autophagy markers in C2C12 myoblast cells. Cells were transfected with 50 nM of control mimic, miR-96-5p mimic, or 100 nM control inhibitor or miR-96-5p inhibitor. Proteins were isolated 24 h post transfection and western blot was conducted. **A**. showing western blot image against LC3A/B upon miR-96-5p treatment, and beta actin. **B**. showing quantification of western blot for LC3A. **C**. showing quantification of western blot for LC3B. Error bars represent mean ± SEM, n = 3, ns denotes not significant,* = p-value < 0.01 to 0.05. In comparison to b-actin, the relative protein expressions were determined

To confirm our findings, we performed a citrate synthase activity assay, which is used to determine the activity of mitochondrial citrate synthase in samples. This revealed that cells transfected with miR-96-5p to have significantly lower citrate synthase activity compared to cells transfected with the control mimetic. However, no significant difference was observed between cells treated with the control inhibitor versus the miR-96-5p inhibitor (Fig. 8B).

## The effect of miR-96-5p on autophagy markers

Western blot results revealed both LC3A and LC3B, extensively used as autophagy biomarkers, to be significantly downregulated in miR-96-5p transfected cells compared to control mimic transfected cells. On the other hand, there was no significant difference in miR-96-5p inhibitor-treated compared to the control-treated cells. Our results clearly indicated miR-96-5p to be associated with autophagy protein LC3A/B. Therefore, upregulation of miR-96-5p in old muscle may partly be responsible for the decline in autophagy in aged skeletal muscle (Fig. 9).

**Fig. 10:**
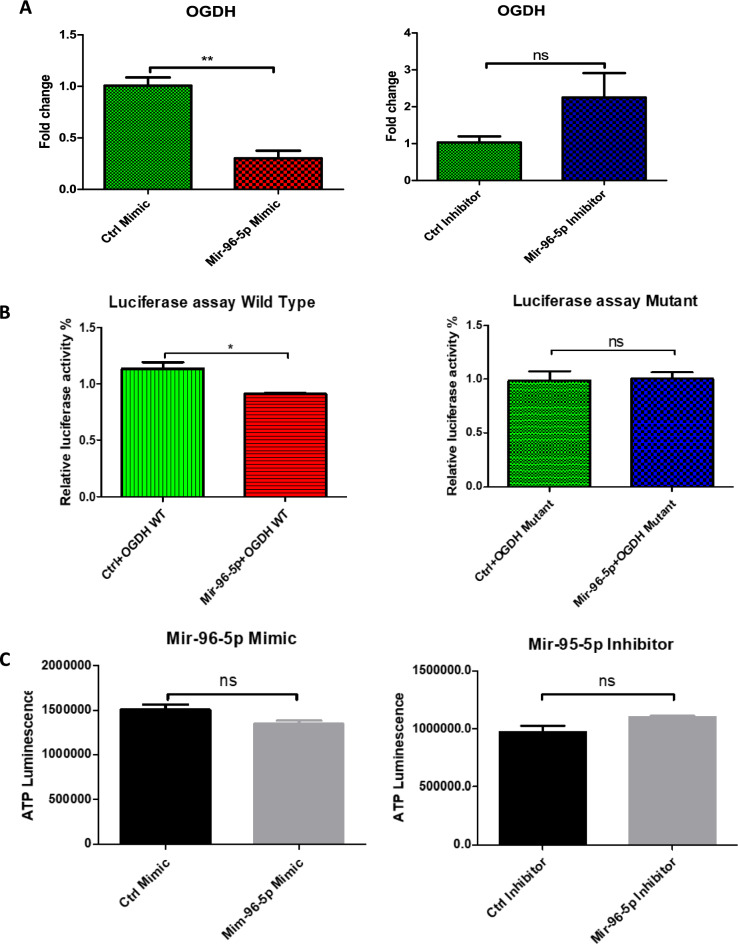
Interaction between miR-96-5p and OGDH. **A** Luciferase assay, using scRNA control or miR-96-5p co-transfected in pmirGLO vector with 3’UTR segment of OGDH of wild-type (WT) or Mutant nucleotides. Cells were analysed after 24 h of transfection with 1 μg of WT or mutant plasmid and 100 nM of scRNA control or miR-96-5p mimic for luciferase activity using the Dual-Glo luciferase assay system and a luminometer. Fruit fly luciferase activity was normalised against renilla activity. **B** RT-qPCR analysis regarding the relative expression of OGDH for each treatment condition. **C** Mitochondrial ToxGlo assay was used to determine cellular ATP levels in cells treated with miR-96-5p mimic relative to the control mimic. Error bars represent mean ± SEM, n = 3, ns denotes not significant, * = p-value < 0.01 to 0.05

## Effect of miR-96-5p on OGDH expression and function

Quantitative PCR revealed cells transfected with miR-96-5p to have significantly lower expression of OGDH compared to cells transfected with the mock mimetic. According to qPCR, the miR-96-5p inhibitor appeared to have no effect on OGDH expression (Fig. 10A).

Target scan using the https://mirdb.org/custom.html database (Wong and Wang 2015) revealed significant alignment between the 3’UTR segment of OGDH and miR-96-5p in several species. This suggested a direct interaction to be responsible for the effects of miR-96-5p on OGDH expression. We sought to confirm this using the luciferase reporter assay, which revealed cells transfected with miR-96-5p to display reduced luciferase activity compared to cells transfected with the mock mimetic. This effect was only present in cells containing the wild-type OGDH segment but not those containing the mutant OGDH segment (Fig. 10B).

Lastly, ATP assay rendered no significant effects between groups with regard to ATP production. Saying this, there was a non-significant trend towards lower ATP production in the miR-96-5p-transfected cells and higher ATP production in the miR-96-5p inhibitor-transfected cells, when compared to the mock mimetic and mock inhibitor transfected cells respectively (Fig. 10C).

## Discussion

While the exact mechanisms involved in sarcopenia are complex and not fully understood, perturbed epigenetic and post-transcriptional regulation of gene expression likely plays an important role. In particular, dysregulated miRNA expression has previously been shown to be involved (Drummond et al. 2011; Jung et al. 2017). Furthermore, caloric restriction, a potent anti-ageing intervention, appears to ameliorate age-related muscular dysfunction, in part, through reducing age-related changes in the miRNA (Mercken et al. 2013; Margolis et al. 2016). Our study aimed to explore age-related miRNA expression changes in rat skeletal muscle, comparing young, old, and caloric restriction-treated old groups, to uncover how miRNA may influence muscle ageing and how caloric restriction could potentially slow down this process.

## Differential analysis of miRNA between young vs old and old CR.

We identified 84 miRNAs to be differentially expressed in the gastrocnemius muscle of aged rats compared to young rats. We also found 109 miRNAs to be differentially expressed in old CR muscle compared to young rat muscle. This indicates CR to have an impact on the expression of miRNAs during the processes of muscle ageing. Compared to previous studies, several of the differentially expressed miRNAs we identified have been previously reported in muscle ageing RNA-seq studies. Our analysis partially replicated findings from previous human, mouse and rhesus monkey studies. We found 4 (miR-146a-5p, miR-483-5p, miR-675-5p and miR-539-5p) and 10 (miR-434-3p, miR-181c-5p and miR-411-5p, miR-483-3p, miR-146a-5p, miR-29b-3p, miR-369-5p, miR-434-3p,miR-136-5p and miR-411-5p) miRNAs to be differentially expressed both in our study and in studies of ageing in human (Soriano-Arroquia et al. 2016) and mouse (Kim et al. 2014; Jung et al. 2017) skeletal muscle. Furthermore, our results found one (miR-495) miRNA that has previously been shown to be differentially expressed in aged Rhesus monkey skeletal muscle (Mercken et al. 2013). 

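All 12 miRNAs that the paper sets beside earlier muscle studies, rno-miR-495 of the rhesus monkey study included, were tested in old AL against young AL. edgeR called 5, namely rno-miR-136-5p, rno-miR-181c-5p, rno-miR-369-5p, rno-miR-434-3p and rno-miR-539-5p, all downregulated, and DESeq2 called all 12, 5 upward and 7 downward. The 7 not called by edgeR had adjusted p of 0.0616 to 0.126. Among them, rno-miR-411-5p fell from 21.3 ± 5.21 to 11.6 ± 3.08 CPM (SD, n = 6 each), with all 6 old AL libraries below all young AL libraries (log2 fold change -0.86). rno-miR-483-3p rose from 1.75 ± 1.09 to 11.0 ± 8.67 CPM (log2 fold change 2.67), rno-miR-483-5p from 1.99 ± 1.18 to 7.34 ± 4.68 CPM, rno-miR-675-5p from 0.849 ± 0.158 to 2.55 ± 1.45 CPM, and rno-miR-29b-3p from 22.7 ± 6.80 to 36.3 ± 9.95 CPM. For rno-miR-675-5p, 5 old AL libraries lay above all young AL libraries and 1 lay below all of them. Without old AL replicate 8, edgeR also called rno-miR-483-3p (adjusted p = 0.0460) and rno-miR-675-5p (adjusted p = 0.00669).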

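rno-miR-495 was at 1.63 ± 0.427 CPM in young AL and 0.906 ± 0.272 CPM in old AL (SD, n = 6 each), and 3 of 6 old AL libraries lay below all young AL libraries. Its log2 fold change was -0.83 (standard error 0.263, adjusted p = 0.105 from edgeR and 0.0230 from DESeq2, 0.0206 to 0.312 over the other settings).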

Where overlaps existed, several of the differentially expressed miRNAs we identified have also been highlighted in prior human, mouse, or primate studies, supporting a degree of conservation across models. At the same time, not all previously reported age- or CR-associated miRNAs were observed here, which is consistent with the variability across studies noted in the literature. Such differences are likely to reflect species- and muscle-specific effects, as well as technical differences in library preparation, sequencing depth, and bioinformatic thresholds.

## GO and KEGG pathway analyses of miRNA target genes

GO analysis revealed miRNAs upregulated with age to downregulate genes involved in skeletal muscle tissue development, fatty acid oxidation regulation, and hexose metabolism, as well as cGMP-PKG AMPK, longevity regulation, insulin resistance, and pro-autophagic pathways. This suggests miRNA to be involved in age-associated impairments in muscle cell differentiation and metabolism. Furthermore, our result implicates miRNA overexpression in skeletal muscle in the downregulation of several longevity-associated processes related to insulin sensitivity, autophagy and nutrient sensing.

In addition, GO analysis revealed miRNAs downregulated with age to likely result in upregulation of genes involved in pro-inflammatory processes. Interestingly, our results suggested age-associated inflammation to result from the upregulation of complement and coagulation genes. The complement system is a proteolytic cascade that functions as a mediator of innate immunity, and the coagulation system plays a key role in haemostasis, serving as the body's first line of defence against harmful stimuli and intruders. The activation of both result in inflammatory responses, therefore, maladaptive levels of activity can lead to aberrant inflammation (Esmon 2005). This may explain the link between upregulation of complement and coagulation in aged muscle.

Lastly, GO and KEGG pathway analysis was applied to previously undiscovered miRNAs differentially expressed with age. Results of these analyses suggested these putative novel miRNA candidates to target the PI3K-Akt, MAPK, mTOR and BMP signalling. However, these remain computational predictions and require experimental validation. Many of these signalling pathways have previously been shown to be important in optimal muscle function and the ageing process. For example, both MAPK and mTOR signalling have been shown to be important in determining satellite cell fate by promoting myogenic proliferation and differentiation (Keren et al. 2006; Segalés et al. 2015; Yoon 2017). Therefore, the miRNAs discovered in this study may contribute to the age-associated depletion of the satellite cell pool (Shefer et al. 2006) and could be investigated for therapeutic potential. Notably, however, the genes purportedly targeted by these novel miRNAs were predicted based upon sequence homology. Therefore, it is crucial that both the existence and targets of these miRNAs be validated in vitro.

## Impact of CR on the expression and function of differentially expressed miRNA in old skeletal muscle and their function.

Our findings are in line with a previous publication, where it was demonstrated that CR was able to reverse the expression of age-associated altered miRNAs in rhesus monkeys (Mercken et al. 2013). Specifically, we found CR to normalise the expression of more than 35% of miRNA displaying dysregulated expression with age. 

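The normalised shares of miRNAs upregulated and downregulated with age differed by 1.68 percentage points with edgeR (Fisher's exact test, two-sided, p = 1) and by 11.8 points with DESeq2 (47.2% of 36 against 35.4% of 48, Fisher's exact test p = 0.369). miRNAs, some of which share counts, are not independent replicates. The direction of the difference was not stable. It was -8.98 points with known miRNAs only and ranged from -41.2 (without young AL replicate 1) to 41.7 points (without young AL replicate 6) when single libraries were left out, with Fisher's exact p between 0.141 and 1 over all settings. Without young AL replicate 1, 3, 4 or 5 or old AL replicate 9, 11 or 12, only 1 or 2 miRNAs were called upregulated. The shares in these cases, the -41.2 points included, therefore carry little weight.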

Interestingly, our results show CR to have had a more profound impact on upregulated miRNAs. Indeed, GO and pathway analyses found the age-associated miRNAs, which CR suppressed towards youthful levels, to target many of the biological processes discussed earlier, such as those associated with skeletal muscle tissue development, metabolism and nutrient partitioning. Furthermore, through the suppression of miRNAs, CR seemed to upregulate longevity-associated AMPK and autophagy pathways (Ge et al. 2022). Notably, however, after FDR correction, the significance of the correlation between CR-suppressed miRNAs and these pathways was not maintained.

Turning to genes targeted by distinctively elevated miRNAs in response to CR, GO and KEGG pathway analyses found these to be largely associated with glucose metabolism. Reduced calorie intake is anticipated to cause a metabolic switch from carbohydrate to fatty acid oxidation (Bruss et al. 2010), therefore, this finding may be a mere artefact of this process. However, impaired glucose homeostasis (often leading to type 2 diabetes) is a well-characterised outcome of ageing (Kalyani and Egan 2013). Therefore, the miRNAs discovered to be upregulated by CR in this study may be important in understanding this symptom of ageing.

## Age-associated overexpression of MiR-96-5p negatively regulates differentiation, mitochondrial biogenesis, and autophagy.

Based on bioinformatics and target analysis, we discovered that miR-96-5p is a key player in muscle ageing and a key mechanism in CR. This miRNA’s target genes were linked to biological processes such as insulin responses, positive regulation of fatty acid oxidation and skeletal muscle tissue development, as well as several longevity-associated pathways. Our results demonstrated miR-96-5p inhibition to significantly increase cell viability and markers of mitochondrial biogenesis (PGC-1α, COX I and TFAM) whilst miR-96-5p activity to significantly decrease markers of myogenic differentiation and autophagy, as well as TFAM expression. This was consistent with previous findings regarding the role of miR-96-5p in the negative regulation of myogenic differentiation (Nguyen et al. 2020). In addition, we demonstrated using the luciferase reporter assay, that miR-96-5p likely directly binds to the 3'UTR of OGDH and negatively regulates its expression. In addition, we postulated that overexpression of miR-96-5p would reduce ATP synthesis due to this suppression of OGDH expression. Although there was no significant difference, we observed there was a trend of reduced ATP production for cells treated with miR-96-5p mimic, and there was a trend of upregulation in ATP production in miR-96-5p inhibitor treatment group.

Even though our findings are intriguing, many questions remain unanswered, such as how miR-96-5p regulates mitochondrial function and biogenesis. Since OGDH silencing is causally linked to a decrease in mitochondrial biogenesis and function (Nemeria et al. 2014) and miR-96-5p has no obvious binding site on PGC-1, COX1 or TFAM mRNA, it could be hypothetically attributed to the repression of OGDH mRNA by miR-96-5p. Nonetheless, during CR, we discovered that miR-95-5p expression levels were equivalent to younger muscle expression levels, and OGDH was similarly recovered. As a result, we hypothesise that these positive effects of CR are caused by CR's modulation of miRNA-96-5p in aged skeletal muscle so this should be further investigated.

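The count table lists no miR-95, and the miRNA followed in the paper is rno-miR-96-5p. In the RNA-seq libraries its log2 fold change in old CR against young AL was 0.79 (standard error 0.349, adjusted p = 0.181 from edgeR and 0.114 from DESeq2, exact permutation p = 0.0693, adjusted 0.112), and 3 of 6 old CR libraries lay above all young AL libraries. Over the other settings the adjusted p lay between 0.110 and 0.297.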

## Limitations

A limitation of our study is that it was restricted to male rats. Skeletal muscle ageing exhibits sexual dimorphism, with female muscle influenced by ovarian hormone status and showing distinct trajectories of decline compared with males (Enns & Tiidus 2008; De Jong et al., 2023). Moreover, oestrogen signalling has been shown to regulate both satellite cell activity and miRNA expression (Collins et al., 2019; Yoh et al., 2023). It is therefore possible that the age- and CR-associated miRNA changes we report may differ in females. Future studies incorporating female cohorts will be required to determine whether the observed regulatory patterns are conserved across sexes.

A further limitation lies in our use of immortalised C2C12 myoblasts. While this cell line is well established and widely validated in skeletal muscle and ageing research, it does not fully recapitulate the complexity of primary myofibres, aged muscle environments, or the influence of systemic factors. Thus, future studies should ideally involve primary myoblasts from young and aged animals or in vivo models to enhance translational relevance.

A further limitation of this study is that the putative novel miRNA candidates predicted by miRDeep2 were not experimentally validated. It is therefore possible that some represent degradation fragments or alignment artefacts rather than true miRNAs. These results should thus be interpreted cautiously until validated in future studies.

## Conclusion

Our study revealed previously known and unidentified miRNAs to be differentially expressed in the muscle of aged rats, as well as which of these were responsive to caloric restriction. Our results shed light on how miRNAs upregulated with age may contribute to satellite cell depletion, impaired myogenic differentiation, and metabolic dysfunction. These results were largely confirmed in our assessment of the effects of miR-96-5p in vitro. Furthermore, miRNAs upregulated with age were found to suppress a number of pro-longevity pathways, including AMPK and autophagy.

Interestingly, we also found CR to preferentially suppress miRNAs upregulated with age more so than rescue those downregulated with age. miRNAs suppressed by CR targeted many of the pathways targeted by miRNAs upregulated with age, including skeletal muscle tissue development, metabolism and nutrient partitioning, suggesting CR to upregulate these processes. However, CR was less able to downregulate the inflammatory-associated processes, thought to be dysregulated due to miRNA downregulation with age.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The raw data can be accessed on GEO accession GSE263296.

# Supplementary material for: miRNA changes with ageing and caloric restriction in male rat skeletal muscle: potential roles in muscle cell function
**Source:** Biogerontology. 2025 Nov 11;26(6):202. doi: 10.1007/s10522-025-10336-6
**Supplement:** Supplementary file 1 — Supplementary file1

Additional File:

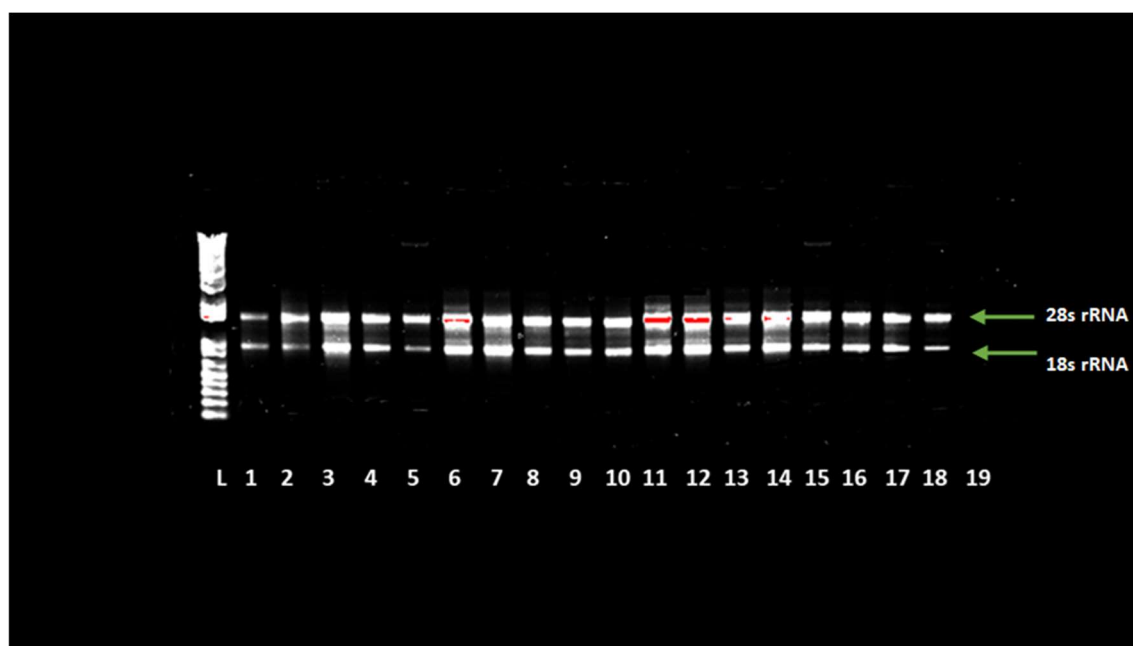

**Figure S1.** Quality analysis of RNA samples as observed in 1% agarose gel. All RNAs from all samples were intact and good quality. Lane L represents DNA ladder, Lanes 1-18 represents RNA samples and Lane 19 represents negative control.

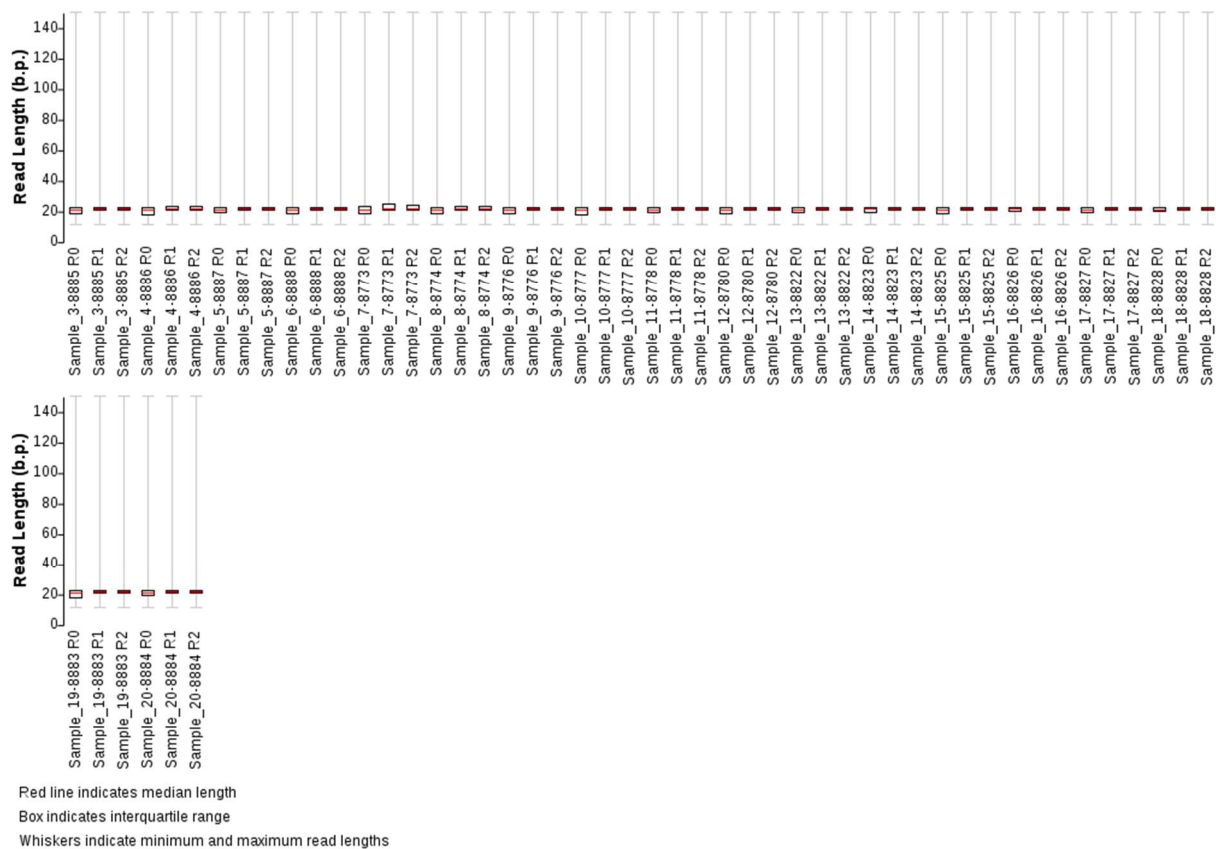

**Figure S2. Read-length distribution of sequenced miRNAs in rat skeletal muscle.**

Boxplots show the size distribution of processed miRNA reads after adapter trimming and removal of sequences shorter than 12 nucleotides. The majority of reads were centred at ~22 nucleotides, consistent with the expected size of mature miRNAs, confirming successful enrichment of small RNAs.

Mapping stats from miRDeep2 report:

| Sample | Total reads | Mapped reads | Unmapped reads | % mapped | % unmapped |
|--------|-------------|--------------|----------------|----------|------------|
| 1      | 68300149    | 42713497     | 25586652       | 62.538   | 37.462     |
| 2      | 76140593    | 57291531     | 18849062       | 75.244   | 24.756     |
| 3      | 42556774    | 26754778     | 15801996       | 62.868   | 37.132     |
| 4      | 56843058    | 32273370     | 24569688       | 56.776   | 43.224     |
| 5      | 72227232    | 52068357     | 20158875       | 72.09    | 27.91      |
| 6      | 63120367    | 41188183     | 21932184       | 65.253   | 34.747     |
| 7      | 78142797    | 39970578     | 38172219       | 51.151   | 48.849     |
| 8      | 81631308    | 47633265     | 33998043       | 58.352   | 41.648     |
| 9      | 77175505    | 52947208     | 24228297       | 68.606   | 31.394     |
| 10     | 78604687    | 51606842     | 26997845       | 65.654   | 34.346     |
| 11     | 62934384    | 51039399     | 11894985       | 81.099   | 18.901     |
| 12     | 82202441    | 61850299     | 20352142       | 75.241   | 24.759     |
| 13     | 79788363    | 62919139     | 16869224       | 78.858   | 21.142     |
| 14     | 73895774    | 54202542     | 19693232       | 73.35    | 26.65      |
| 15     | 52013579    | 36957975     | 15055604       | 71.054   | 28.946     |
| 16     | 86913934    | 64157095     | 22756839       | 73.817   | 26.183     |
| 17     | 57756588    | 38995574     | 18761014       | 67.517   | 32.483     |
| 18     | 76276799    | 53717880     | 22558919       | 70.425   | 29.575     |

**Table S1. Mapping statistics for miRNA sequencing.**

Summary of sequencing quality metrics for 18 skeletal muscle samples. The table shows the total number of reads obtained per sample, the number of reads successfully mapped to known miRNAs, the number of unmapped reads, and the corresponding mapping percentages. These data confirm that the majority of reads mapped to known miRNAs across all samples, supporting the integrity of the extracted small RNAs.

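Table S1 lists 42.6 to 86.9 M reads per library (mean 70.4 M), of which 26.8 to 64.2 M (mean 48.2 M) mapped, 51.2 to 81.1%, with medians of 64.1% in young AL, 67.1% in old AL and 72.2% in old CR. The deposited counts of a library exceeded its mapped reads in all 18 libraries, by a factor of 1.23 to 1.36 (median 1.29). The counts of known miRNAs alone were 0.979 to 0.995 of the mapped reads. With entries of shared counts counted once, the factor was 0.933 to 0.984. Across the 18 libraries the mapped percentage was related to the log2 TMM factor, with a Pearson r of -0.823 (permutation p = 4.0e-05) and a Spearman rho of -0.763 (permutation p = 3.0e-04), and r was -0.774 without the 2 libraries farthest from the median percentage. Within groups r was -0.318 in young AL, -0.985 in old AL and -0.877 in old CR, each over 6 libraries.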

How the deposited data were processed for this re-analysis (not part of the article)

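Small RNA from the gastrocnemius muscle of 18 male Brown Norway rats was sequenced by the authors, 6 young rats of 6 months fed ad libitum (young AL), 6 old rats of 28 months fed ad libitum (old AL) and 6 old rats of 28 months on CR at 55% of the ad libitum intake (old CR). The authors trimmed adapters with Cutadapt and low-quality ends with Sickle, discarded short reads, identified known miRNAs and predicted further candidates with miRDeep2, and deposited a table of raw counts for 763 known miRNAs and 146 predicted candidates in each library. The values are whole counts without normalization. The alignment, the assignment of reads to miRNAs and the prediction of candidates are already included in this table and were not repeated. The genome build, the miRBase release, the strand setting and the handling of reads that match several miRNAs are not given in the sources used here, so no coordinates are given. The names of miRNA genes and their overlaps were taken from the RefSeq annotation of GRCr8. Every column of the table was matched to a sample, so that 0 columns were left unused. The RT-qPCR, the target predictions, the gene ontology and pathway terms and the cell culture experiments of the paper are not analysed here.

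Counts were normalized with TMM and compared with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with robust estimation of the dispersion, in a separate fit to the 12 libraries of each pair of groups. Entries with at least 10 counts in total over the libraries compared were tested, and p was adjusted by the Benjamini-Hochberg method over all of them. An entry was called at an adjusted p of at most 0.05 and a fold change of at least 1.5, the paper's thresholds. All tests are two-sided. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. DESeq2 1.42.0, the tool named in the paper's methods, was run with its defaults as an alternative. On the log2 scale a prior count of 0.5 was added. A count of 0 allows up to 3 counts per library, and such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates differed by far more than counting error, with a chi-square per degree of freedom of at least 1342 for every pair of replicates, and the Spearman correlation between replicates was 0.855 to 0.910.

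A miRNA called in old AL against young AL was counted as normalised by CR when it was not called in the same direction in old CR against young AL. The shares of normalised miRNAs among those upregulated and downregulated with age were compared with Fisher's exact test. For the 7 miRNAs of Fig. 6 an exact permutation test of the mean log2 CPM over the 924 arrangements of 6 against 6 libraries was added, adjusted over 21 tests. Sets of miRNAs were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at the estimated correlation beside it, over 10 lists and 3 comparisons. The lists were the Dlk1-Dio3 cluster, liver, neural, neuroendocrine, the miR-183 cluster, erythroid, leukocyte and striated muscle miRNAs, and, added after the counts were seen, epithelial miRNAs and miRNAs shared by liver and gut (miR-192, miR-194 and miR-215). List levels per library are the mean log2 CPM of members with at least 0.1 CPM on average. The result of each list is given in the closing section or at the claims.

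The tests of calls and shares, the set tests of the Dlk1-Dio3 list against young AL, the thresholds, the definition of normalised, the members of 8 of the lists and all alternatives except 3 were fixed before the data were examined. The set tests of the other lists, and of the Dlk1-Dio3 list in old CR against old AL, were not in that plan. The alternatives added later are the correlation of changes over known miRNAs only, with shared entries counted once, and from DESeq2. The miRNAs named in the text were chosen by a rule fixed at the same time, which takes every miRNA that the paper names in Tables 2 to 4, its results or Fig. 6, the 5 called entries with the lowest p in each direction of each comparison, the RT-qPCR reference rno-miR-101a-3p and the members of the lists. The values in the paper's tables had been seen before this rule was written. The miRNAs of the discussion, those listed as normalised and those named as sharing counts or matching a predicted candidate were chosen after their values were seen.

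The alternatives were RLE and upper-quartile factors and library totals in place of TMM, DESeq2 with its defaults and without Cook's distance filter and independent filtering, filterByExpr or no filter on low counts, a single fit over the 3 groups, no robust estimation, the adjusted p alone, entries with shared counts (within 10% or 2 counts in every library) counted once, known miRNAs only, each library left out in turn, and young AL replicates 1 and 2 left out together, whose library numbers stand apart from the others. No batch is given in the labels or the paper, and none was fitted. These 2 libraries carry the numbers 19 and 20, after all old libraries, and the other numbers follow the groups. The workflow was tested on simulated data. Of 100 miRNAs with a planted 4-fold change, edgeR called 60 in old CR against young AL and 54 in old CR against old AL, and of 100 with a 2-fold change it called 22 and 10. Among unchanged miRNAs it made 3 false calls of 532 in old AL against young AL, 4 of 530 in old CR against young AL and 1 of 536 in old CR against old AL, and DESeq2 made 8, 9 and 12. A planted lowered set of 40 miRNAs had a camera p of 3.2e-05 and an unchanged set one of 0.698, and all 20 planted copies of entries were found.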

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

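All tests in this part were chosen after the result was seen. In each group of 6 libraries, the distance of the highest or lowest library from the nearest other was compared with the range of the group for 22 measures, namely the 7 miRNAs of Fig. 6, rno-miR-101a-3p, rno-miR-139-5p, the levels of 10 lists, the total counts, the TMM factor and the mapped percentage. Of 66 groups tested, 8 held a library beyond Dixon's 95% critical value, where about 3.3 would be met by chance, so some of the 8 may be chance, and each concerns a single rat. The tests of normalization below repeat the comparison for the level relative to the median of the other known miRNAs in the same library, which a scaling factor common to the library cannot change, and give the distance divided by the range. By this measure 5 of the 8 libraries lay beyond the critical value. With library totals, RLE factors and upper-quartile factors in place of TMM, 2, 7 and 6 of the 8 did. The 2 with library totals were old CR replicate 14 for rno-miR-31a-5p and old CR replicate 18 for rno-miR-375-3p.

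Old CR replicate 14 stood apart for rno-miR-31a-5p, at 5.74 CPM against 0.565 to 1.11 CPM in the other 5 old CR libraries. In the same library epithelial miRNAs were high, a list added after this was noticed, with 14 entries of which 3 have a mean of 10 CPM or more in this muscle and none is in the paper's Tables 2 to 4. The 11 entries of the list with sufficient counts lay at a median of 23.8 times the median of the other libraries, and 10 of them above 2 times. The most abundant were rno-miR-203a-3p at 837 CPM (7.33 to 146 CPM in the other libraries), rno-miR-203b-5p at 665 CPM (4.05 to 115 CPM), rno-miR-205 at 256 CPM (5.76 to 66.2 CPM) and rno-miR-200b-3p at 96.3 CPM (0.314 to 8.14 CPM). Scaling of this library is argued against for rno-miR-31a-5p, with a value of 0.867 relative to the other miRNAs, and for the epithelial miRNAs other than miR-205, whose median ratio was at least 22.6 under the other scalings, where scaling factors differed at most 4.10-fold. RNA of epithelial tissue, such as skin, in this library is a candidate explanation for the epithelial miRNAs. The 10 entries other than miR-205 had a median ratio of 26.8 with TMM. Whether that tissue also brought the rno-miR-31a-5p counts was not tested. A difference in the muscle of this rat remains open and untested.

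In old AL replicate 9 rno-miR-122-5p was at 772 CPM, against 49.0 to 247 CPM in the other old AL libraries. RNA of liver tissue in this library would raise other miRNAs of liver as well. The miR-192, miR-194 and miR-215 entries, which liver and gut share, had a median ratio of 1.86, against 7.60 for the 3 miR-122 entries, with rno-miR-192-5p at 107 CPM (25.5 to 80.3 CPM in the other libraries). This muscle also holds these miRNAs, so a small share of liver RNA may be hidden in them, and liver RNA cannot be told apart from a higher level of miR-122 in this rat. Scaling of the library is argued against, with a value of 0.753 relative to its other miRNAs. No other explanation was tested for the higher level of rno-miR-122-5p in all 12 old libraries.

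Old AL replicate 8 stood apart for 2 lists. Its mean log2 CPM of leukocyte miRNAs was 4.24, against 2.31 to 2.71 in the other old AL libraries, and 8 of the 11 entries with sufficient counts lay above 2 times the median of the other libraries, with rno-miR-150-5p at 311 CPM, rno-miR-155-5p at 79.5 CPM and rno-miR-142-3p at 69.7 CPM. Of the 12 listed entries 5 have a mean of 10 CPM or more in this muscle. Scaling of the library is argued against, with a value of 0.753 relative to its other miRNAs. The other explanations stay open. Blood in the sample cannot be told apart, since miR-451 and miR-144, the miRNAs of red cells, were raised as well, with a median ratio of 1.71 against 2.46 for the leukocyte entries. Against the other old AL libraries the erythroid list was not raised, with a mean log2 CPM of 2.95 within their range of 2.41 to 3.13. A lower share of muscle RNA stays open too. The liver entries had a median ratio of 0.401, within the wide range of the other libraries. No clear rise was seen for liver and gut entries (0.678), Dlk1-Dio3 entries (0.411) or the miR-183 cluster (1.08). Striated muscle entries were at 0.741, however, and epithelial, neural, erythroid and neuroendocrine entries at 2.72, 1.59, 1.55 and 1.32. White blood cells in the muscle, as in an infiltrate, cannot be told apart from other sources with 8 of 11 entries raised in a single library. The mean log2 CPM of the Dlk1-Dio3 miRNAs in this library was -1.28, against -0.36 to 0.06 in the other old AL libraries. Scaling is argued against here as well, with a value of 0.647 relative to the other miRNAs, just beyond the critical value. Whether the fall and the leukocyte miRNAs in this rat are related was not tested.

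Another 4 libraries stood apart in 1 measure each. For rno-miR-182, young AL replicate 2 was at 26.9 CPM against 7.81 to 14.5 CPM in the other young AL libraries, and scaling is argued against by a value of 0.706 relative to its other miRNAs. For rno-miR-375-3p, old CR replicate 18 was at 0.832 CPM against 0.277 to 0.427 CPM in the other old CR libraries, with a value of 0.614 relative to its other miRNAs. In the striated muscle list, young AL replicate 4 had a mean log2 CPM of 10.7 against 10.2 to 10.3 in the other young AL libraries, with a value of 0.379 relative to its other miRNAs. The median ratio of the list in this library was 0.991, with 3 of 8 entries above 2 times the median of the other libraries. A few entries thus carry the high mean. The erythroid list in old CR replicate 15 had a mean log2 CPM of 1.17 against 2.22 to 2.75 in the other old CR libraries. Less blood in that library would lower leukocyte miRNAs too. Their median ratio was 0.855, against 0.538 for the erythroid list, and the value relative to the other miRNAs was 0.580. Since muscle holds leukocyte miRNAs of its own, less blood cannot be told apart from other causes, and scaling stays open for old CR replicates 15 and 18 and young AL replicate 4, whose values are below the critical value. Apart from scaling and less blood no explanation was tested for these 4 libraries, since the design separates no rats within a group.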

How the results depend on the processing

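The tests in this part were planned, except for the correlation of the changes over known miRNAs only, with shared entries counted once and from DESeq2, which were chosen after the data had been seen. No paired analysis was possible because the replicate numbers of the groups do not pair rats, and no batch was fitted because neither the labels nor the paper give one.

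The 24 miRNAs called in old AL against young AL became 0 with library totals only (116 at an unadjusted p under 0.05, lowest adjusted p 0.0570), 84 with DESeq2 defaults, 99 with DESeq2 without Cook's distance and independent filtering, 37 with filterByExpr, 6 with shared entries counted once and 53 with known miRNAs only. The last 3 settings change how many entries are tested. With 1 library left out the count was 9 (without young AL replicate 3 or old AL replicate 12) to 20 (without old AL replicate 7 or 8), 10 without young AL replicate 4 or 5 or old AL replicate 9 or 11, and 15 without young AL replicate 2. It was within 1.5 times 24 with RLE factors, upper-quartile factors, no filter, a single fit over the 3 groups, no robust estimation, the adjusted p alone and without young AL replicates 1 and 2. The 68 miRNAs called in old CR against young AL became 109 and 129 with the DESeq2 settings and lay between 47 and 94 in the others, between 45 (without old CR replicate 18) and 67 (without young AL replicate 1) with 1 library left out. With a single fit over the 3 groups 50 were up and 43 down.

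The 2 entries called in old CR against old AL became 0 with upper-quartile factors (83 at an unadjusted p under 0.05, lowest adjusted p 0.165), library totals (60, 0.551), no robust estimation (90, 0.0534), shared entries counted once (83, 0.129) and known miRNAs only (68, 0.0686), and 19 and 22 with the DESeq2 settings. With 1 library left out there were 0 to 3, 0 without old AL replicate 7, 8, 10, 11 or 12 or old CR replicate 14, 16, 17 or 18 (61 to 114 at an unadjusted p under 0.05, DESeq2 with all libraries 19) and 3 without old CR replicate 15.

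The normalised share of 41.7% became 16.7% when old CR also had to lie closer to young AL, and 0% when a call in the opposite direction in old CR against old AL was required (edgeR, 4 of 23 at an unadjusted p under 0.05, DESeq2 0 of these). Without 1 library it lay between 11.1% (young AL replicate 3) and 50.0% (old CR replicate 14, 15 or 18), with 20.0% without young AL replicate 4 or 5 or old AL replicate 9 or 11, and in all other settings it was between 23.8 and 41.7%. Library totals gave no share, since no miRNA was called. The difference between the shares of up- and downregulated miRNAs, 1.68 points, became 12.1 with RLE factors, 11.8 with DESeq2 defaults, 8.33 with no filter and with a single fit over the 3 groups, and 1.67 with filterByExpr. It became -5.0 with upper-quartile factors, -0.49 with DESeq2 without Cook's distance and independent filtering, and -6.67 without robust estimation. It was -40.0 with shared entries counted once, -8.98 with known miRNAs only and -12.5 without young AL replicates 1 and 2. With 1 library left out it was -41.2 to 41.7, and below 0 without any 1 library other than young AL replicate 6, old AL replicate 7 or 8 or old CR replicate 17. The -40.0 and the -41.2 each rest on 1 upregulated miRNA. No p of Fisher's exact test was below 0.141.

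For miR-96-5p in old AL against young AL the log2 fold change of 0.88 was 0.89 and past the threshold in both DESeq2 settings (adjusted p = 0.0288 and 0.0262), and 0.69 (without old AL replicate 12) to 1.00 (without young AL replicate 3) with 1 library left out and 0.78 to 1.02 in the other settings, not past it in any of these. In old CR against old AL it lay between -0.29 (without old CR replicate 14) and 0.11 (without old AL replicate 12) with 1 library left out, also above 0 without old CR replicate 15 or 16, and between -0.38 (library totals) and -0.08 (RLE factors) in the other settings, and never passed the threshold (adjusted p 0.756 to 0.993). Of the 21 results for the miRNAs of Fig. 6, 7 were called, 1 with library totals, 4 with shared entries counted once, up to 10 with DESeq2, and 3 (without young AL replicate 3, 4 or 5) to 6 (without old AL replicate 7) with 1 library left out, 4 without young AL replicate 1 or old AL replicate 9 or 12. The correlation of 0.660 was 0.838 over known miRNAs and 0.924 over the called entries, and 0.649 or more in the others. The Dlk1-Dio3 set was tested again with each library left out, with shared entries counted once and with the estimated correlation, and not under the other settings. In all of these it stayed lower with an unadjusted camera p under 0.05, with p from 2.0e-26 (without old AL replicate 11) to 1.8e-16 (without old AL replicate 8) in old AL and 1.2e-29 (without old CR replicate 17) to 2.0e-18 (without old CR replicate 13) in old CR, and p of 0.0128 and 0.00307 with the estimated correlation, where the false discovery rates of 0.167 and 0.0920 did not pass. Random splits of this list had median camera p of 2.4e-04 and 5.5e-04 with the preset correlation. Passing 0.05 there is thus no sign of stability, and only the direction is shown to hold.

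The miRNAs named in the text gave 4718 further values. Of these 4279 kept direction and side of the threshold, 165 gained the threshold, and 92, called in neither setting, changed sign or moved by more than 1 standard error. The rest lost the threshold. A change of sign in a value called in either setting occurred in 0. Values not called did change sign, among them rno-miR-96-5p in old CR against old AL as given above. Leaving out single libraries accounted for 125 of those that lost it, leaving out young AL replicates 1 and 2 together for 10, and library totals for 26. The DESeq2 defaults accounted for 57 of those that gained it. Where no cause is given above, the cause was not tested. Depth limits rare miRNAs, such as rno-miR-31a-5p with 1 to 7 counts per young AL library.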

Differences from the paper's values

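No test in this part was chosen after the result was seen, and all alternatives named were fixed before the data were examined. Values from the paper are marked as the paper's, the others come from edgeR, and DESeq2 is the tool of the paper's methods. With DESeq2 defaults, all of the paper's counts of differentially expressed and normalised miRNAs below are reached. In old AL against young AL 24 miRNAs were called here, 7 up and 17 down, where the paper's values are 84, 36 and 48. The known miRNAs were 7 up and 17 down (the paper's 31 and 39), and the predicted candidates 0 up and 0 down (the paper's 5 and 9, 26 at an unadjusted p under 0.05 here, 14 called by DESeq2). The total, the upregulated miRNAs, the upregulated known miRNAs and the downregulated predicted candidates fall within 1.5 times the paper's values with both DESeq2 settings, the counts of downregulated miRNAs and downregulated known miRNAs also with known miRNAs only, and the upregulated predicted candidates with the DESeq2 defaults alone. They differ in all other alternatives.

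In old CR against young AL 68 miRNAs were called, 30 up and 38 down, where the paper's values are 109, 49 and 60. The known miRNAs up were 27 (the paper's 41), and the predicted candidates 3 up and 1 down (the paper's 8 and 7). The total falls within 1.5 times the paper's with upper-quartile factors, both DESeq2 settings, a single fit over the 3 groups and known miRNAs only, and the upregulated count with the last 4 of these. The downregulated count does so with these 5, with filterByExpr, no filter and the adjusted p alone, and without young AL replicate 1 or 6 or old CR replicate 17. The known miRNAs up do so with both DESeq2 settings, the single fit, the adjusted p alone, known miRNAs only and without old CR replicate 15. The predicted candidates do so with the DESeq2 defaults alone. In the remaining alternatives the values differ.

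Of the miRNAs changed with age 10 were normalised in old CR, 3 up and 7 down, where the paper's values are 34, 17 and 17. Not normalised were 4 up and 10 down, where the paper's are 19 and 31. The total and the upregulated normalised count fall within the paper's values with both DESeq2 settings, and the other 3 also with known miRNAs only. The other alternatives differ. The mean of the deposited counts per library was 62.6 M, where the paper's value is 31 M paired end reads, and no alternative was set for it. The mean divided by 2 is 31.3 M. With shared entries counted once the mean was 46.4 M, and Table S1 has a mean of 70.4 M reads, so the match depends on which total is divided. Counts on miRNAs are not numbers of read pairs, and whether each pair was counted as 2 reads was not tested.

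Of the 80 miRNAs listed in Tables 2 to 4, edgeR called 48, namely 7 of 20 in Table 2A, 11 of 20 in Table 2B, 16 of 20 in Table 3 and 14 of 20 in Table 4. Of the known miRNAs 45 of 53 were called and of the predicted candidates 3 of 27. With DESeq2 defaults all 80 were called, and the log2 fold change lay within 0.011 of the paper's in 79. In 27 of the 80 a whole group was at 0.

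The paper states in the text that miR-122-5p, miR-96-5p, miR-31a-5p and miR-140-3p fell under CR, and Fig. 6 marks rno-miR-122-5p and rno-miR-31a-5p as raised in old CR against young AL as well. Here, of these 4, only rno-miR-140-3p was lower in old CR than in old AL by the exact permutation test (log2 fold change -0.48, exact p = 0.00433), and the DESeq2 adjusted p was 0.0189 with a fold change under 1.5. No difference was detected for the other 3, with log2 fold changes of -0.81 for rno-miR-122-5p, -0.08 for rno-miR-96-5p and 1.09 for rno-miR-31a-5p. Their standard errors were 0.556, 0.316 and 0.645 in that order. In simulations of this comparison edgeR called 10 of 100 miRNAs with a 2-fold change, so a fall of that size is not excluded for rno-miR-122-5p. The paper states that rno-miR-96-5p rose with age. It rose here by 0.88 on the log2 scale, with an adjusted p of 0.108 from edgeR and 0.0288 from DESeq2. For rno-miR-182 the paper states that RNA-seq differed between young AL and old CR. No such difference was called here by edgeR (adjusted p = 0.175) or DESeq2 (adjusted p = 0.0922). The paper states that CR acted more on upregulated miRNAs. Here the difference was 1.68 points with edgeR (Fisher's exact test p = 1) and 11.8 points with DESeq2 (p = 0.369 by the same exact test). The group means of Fig. 6, read by eye, lie within the spread of those computed here. For rno-miR-31a-5p in old CR the mean is about 46 in Fig. 6 and 98.2 here, with an SD of 122 normalized counts. That SD is wide because of old CR replicate 14, at 5.74 CPM against 0.565 to 1.11 CPM in the other old CR libraries. For this miRNA the spread therefore cannot decide whether the means match, and the samples in Fig. 6 are not named.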

Other observations

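In this part, the tests on random splits of the 3 edgeR counts of calls and of the edgeR share of normalised miRNAs and the set tests of the Dlk1-Dio3 list against young AL were planned, as were the members of 8 of the 10 lists. The set tests of the other lists were not in that plan, and the epithelial list, the liver and gut list and all other tests were chosen after the result was seen.

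The 12 libraries of each comparison were divided at random into groups of 6, giving 100 splits with the real one. With edgeR the 24, 68 and 2 calls of the 3 comparisons were each reached by 1 split of 100, the real one, where the other splits gave at most 3, 3 and 1 calls, so chance is excluded for the 24 and the 68. The 2 calls are 1 set of counts, and 2 of 100 splits gave at least 1 call, the real one included. This excludes chance for the count of these libraries under these settings only, since the count was 0 without 9 of the 12 libraries left out in turn and in 5 other settings. With DESeq2 the 84 and 109 calls were also reached by 1 split of 100 each, though the other splits gave a median of 11 and 8 calls and up to 55 and 54. The 19 calls in old CR against old AL were reached by 15 of 100 splits, so chance cannot be excluded for them. A median of 10, 8 and 9 of the calls in the random splits were predicted candidates.

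For the normalised share, the 12 old libraries were divided at random into 2 groups in place of old AL and old CR. A share of 41.7% or more with edgeR was reached by 63 of 100 splits (median 51.5%, range 0 to 85.5%), and 40.5% or more with DESeq2 by 44 of 100 (median 38.7%, range 17.9 to 58.5%). A group of old rats assigned without regard to diet thus gives such a share, and chance cannot be excluded. A difference between the shares of up- and downregulated miRNAs as large as 1.68 points was reached by 92 of 100 splits (median 13.4 points).

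The predicted candidates at 0 in some libraries may be counts listed in only some libraries for reads that a known miRNA also counts. In 100% of the 458 library values at 0 among matched candidates, the known miRNA had 10 counts or more. That the miRNA itself is expressed in 1 group only is argued against, since for 7 of the 7 matched candidates called by DESeq2 in old AL against young AL the known miRNA was not called in that direction. How the candidates were combined over libraries is not given in the sources used here, and candidates without a match remain open. The deposited totals were a median of 1.29 times the mapped reads of Table S1, and 0.963 times with shared entries counted once. The latter was above 1 in 0 of 18 libraries. Known miRNAs alone, with their shared pairs kept, gave 0.979 to 0.995 times. The excess thus lies in the counts of predicted candidates, and pairs of known miRNAs are not needed for it. Of all counts, 21.3% lay on the candidate with nearly the counts of rno-miR-1b. Reads counted on both of these entries remain a candidate explanation.

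The fall of the Dlk1-Dio3 miRNAs was reached by 2 of 100 splits in old AL and 1 of 100 in old CR, by camera p. Of the 85 entries of the list 14 are in the paper's tables, which come from these libraries and favour the real split, so this count does not exclude chance. Without them a camera p as low was reached by 7 of 100 splits in old AL and 8 of 100 in old CR, so by this measure chance cannot be excluded for the rest of the list. The mean log2 CPM of the 43 of these with at least 0.1 CPM fell by 0.61 in old AL (exact permutation p = 0.00216) and by 0.63 in old CR (exact p = 0.0108), so the measures differ, and the region itself was picked from the tables. The random splits of the whole list had median camera p of 2.4e-04 and 5.5e-04, so camera with its preset correlation is too liberal for this list, and the estimated correlation gives false discovery rates of 0.167 and 0.0920. Normalization as the cause is argued against by the level relative to the median of the other known miRNAs in the same library, which a scaling factor cannot change. For the 43 entries it fell by 0.85 on the log2 scale in old AL (exact p = 0.00216) and by 0.90 in old CR (exact p = 0.00433). Library totals only moved the median of all entries to 0.23 in old AL, -0.05 in old CR and -0.27 in old CR against old AL. With these, the mean log2 CPM of the 57 entries of the whole list had an exact p of 0.0325 in old AL and 0.0108 in old CR, and that of the 43 had 0.0844 and 0.0411. A drift along the library numbers is argued against by the relative level too, though less clearly by the level with TMM. Young AL replicates 1 and 2 are numbered 19 and 20, after all old libraries, and for the 43 entries their mean relative level of -1.24 lay above the 12 old libraries (exact p = 0.0220), where old CR had a mean of -2.25 and the other young AL libraries -1.41. By mean log2 CPM with TMM, young AL replicate 2, at 0.45, lay above all old libraries. Young AL replicate 1, at 0.07, lay below old CR replicate 17, at 0.31. A change with age, of the tissue or of its cell types, remains open and was not tested. In old CR against old AL the median of the set relative to all entries was -0.07 with TMM and 0.09 with library totals.

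Neural miRNAs were higher in old CR than in old AL, with 18 of 21 entries higher, a median log2 fold change of 1.23 and a camera false discovery rate of 1.1e-05. With fry the rate was 0.119 and with the estimated correlation 0.212, so the calls do not hold under these. edgeR called 0 of them (10 at an unadjusted p under 0.05) and DESeq2 4, among them rno-miR-9a-5p (log2 fold change 1.51, adjusted p = 0.392 from edgeR and 0.0448 from DESeq2, up to 0.571 over the other settings). RNA of nerve tissue in a few old CR libraries cannot be told apart from a rise in all of them. The mean log2 CPM of the list lay above all old AL libraries in 3 of 6 old CR libraries, at 1.92 in replicate 17, 1.00 in replicate 18 and 0.79 in replicate 14, where rno-miR-9a-5p reached 137 CPM and rno-miR-124-3p 9.11 CPM in replicate 17. Of the 23 entries 3 have a mean of 10 CPM or more in this muscle and 8 are in Tables 2 to 4. Against young AL the list rose in old AL (median 0.78, false discovery rate 3.7e-04 with camera, 0.0178 with fry and 0.181 with the estimated correlation) and in old CR (2.27, 5.8e-07, 0.0136 and 0.167).

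The other lists gave these results. The 3 liver entries, all in the paper's tables, rose by a median of 4.36 in old AL (0 called by edgeR, 3 at an unadjusted p under 0.05, 3 by DESeq2, 3 adjusted over the list alone, fry false discovery rate 0.00995) and 3.53 in old CR (3 called, 0.00138), and changed by -0.81 between old CR and old AL (0.675). With the estimated correlation the rate of the liver list was 0.167 in old AL and 0.167 in old CR against young AL, which did not pass. Neuroendocrine entries changed by 0.60, 0.60 and 0.21 (camera false discovery rate 0.140, 0.0455 and 0.638), the last with a mean of -0.0020, which differs in sign from the median. The miR-183 cluster changed by 0.93, 0.79 and -0.22 (0.00559, 0.0840 and 0.440, the first 0.00520 with fry and 0.167 with the estimated correlation). Erythroid entries changed by 0.62, -0.06 and -0.50 (0.197, 0.823 and 0.00874, the last 0.0801 with fry and 0.167 with the estimated correlation, with 5 of 5 lower). Leukocyte entries changed by 0.36, 0.29 and -0.27 (0.0732, 0.334 and 0.261) and striated muscle entries by 0.13, -0.04 and -0.17 (0.823, 0.823 and 0.552). With library totals the last was -0.80, with 11 entries lower and 1 higher. Relative to the median of all entries it was -0.53 with library totals and -0.18 with TMM. Epithelial entries changed by 1.33, 2.87 and 1.85 (0.00110, 0.00110 and 0.0540), which did not hold with fry (0.0842, 0.127 and 0.575) or the estimated correlation (0.3205, 0.465 and 0.680). In old CR against young AL edgeR called 0 of these (10 at an unadjusted p under 0.05, 8 adjusted over the list alone) and DESeq2 4. The liver and gut entries changed by 0.46, 0.11 and -0.10 (0.334, 0.672 and 0.334), the second becoming -0.06 with library totals. Of the listed entries, 1 of 10 neuroendocrine, 1 of 5 in the miR-183 cluster, 1 of 12 leukocyte and 0 of the erythroid, striated muscle, epithelial and liver and gut entries are in the paper's tables, and 1, 1, 5, 1, 8, 3 and 2 of them in that order have a mean of 10 CPM or more in this muscle.

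The TMM factors followed the mapped percentage of Table S1, with a Pearson r of -0.823 over the 18 libraries so differences in the share of reads that map are consistent with the differences in the factors. The relation was weaker within young AL (-0.318) than within old AL (-0.985) and old CR (-0.877). The RT-qPCR reference rno-miR-101a-3p had an SD of 0.515 on the log2 scale over the 18 libraries, with a 3.82-fold range, and 135 of 170 known miRNAs with a mean of 10 CPM or more varied less (median SD 0.367).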
